# Thymic stromal lymphopoietin modulates T cell response and improves cardiac repair post-myocardial infarction

**DOI:** 10.3389/fimmu.2024.1467095

**Published:** 2024-12-05

**Authors:** Xuhong Wang, Qi Zheng, Lingfeng Zha, Lingxue Zhang, Mingkai Huang, Si Zhang, Xuzhe Zhang, Qinlin Li, Xinglin Chen, Ni Xia, Min Zhang, Bingjie Lv, Jiao Jiao, Yuzhi Lu, Muyang Gu, Fen Yang, Jingyong Li, Nana Li, Xiang Cheng, Zihua Zhou, Tingting Tang

**Keywords:** thymic stromal lymphopoietin, myocardial infraction, heart failure, inflammation, CD4^+^ T-lymphocytes

## Abstract

**Background:**

The inflammatory response is associated with cardiac repair and ventricular remodeling after myocardial infarction (MI). The key inflammation regulatory factor thymic stromal lymphopoietin (TSLP) plays a critical role in various diseases. However, its role in cardiac repair after MI remains uncertain. In this study, we elucidated the biological function and mechanism of action of TSLP in cardiac repair and ventricular remodeling following MI.

**Method and Result:**

Wild-type and TSLP receptor (TSLPR)-knockout (*Crlf2^-/-^)* mice underwent MI induction via ligation of the left anterior descending artery. TSLP expression was upregulated in the infarcted heart, with a peak observed on day 7 post-MI. TSLP expression was enriched in the cardiomyocytes of infarcted hearts and the highest expression of TSLPR was observed in dendritic cells. *Crlf2^-/-^* mice exhibited reduced survival and worsened cardiac function, increased interstitial fibrosis and cardiomyocyte cross-sectional area, and reduced CD31^+^ staining, with no change in the proportion of apoptotic cardiomyocytes within the border zone. Mechanistically, reduced Treg cell counts but increased myeloid cell infiltration and an increased ratio of Ly6C^high^/Ly6C^low^ monocyte were observed in the ani hearts of *Crlf2^-/-^* mice. Further, TSLP regulated CD4^+^ T cell activation and proliferation at baseline and after MI, with a greater impact on Treg cells than on conventional T cells. RNA-seq analysis revealed significant downregulation of genes involved in T cell activation and TCR signaling in the infarcted heart of *Crlf2^-/-^* mice compared with their WT counterparts.

**Conclusion:**

Collectively, our data indicate a critical role for TSLP in facilitating cardiac repair and conferring protection against MI, primarily through regulating CD4^+^ T cell responses, which may provide a potential novel therapeutic approach for managing heart failure after MI.

## 1 Introduction

Myocardial infarction (MI), primarily caused by thrombotic occlusion of the coronary artery, is the primary cause of high morbidity and mortality rates among all cardiovascular diseases (1–3). MI typically has catastrophic consequences and requires immediate emergency intervention (4, 5). In recent years, significant advancements have been made in managing risk factors and implementing primary reperfusion treatment for MI (2, 6–8). Despite this, heart failure after MI presents a considerable clinical challenge for individuals who survive the initial event (9, 10). Therefore, identifying new treatments and strategies for post-MI heart failure is imperative.

Thymic stromal lymphopoietin (TSLP) is a component of (IL)-2 cytokine family (11) and an IL-7 paralog (12). The functional receptor of TSLP is a heterodimer consisting of two subunits: the TSLP receptor (TSLPR, a common γ-like receptor chain) and the IL-7 receptor α chain (IL-7Rα) (13). The initial discovery of TSLP occurred in the culture medium of thymic stromal cell lines, providing support for the proliferation and maturation of B cells (14). Currently, TSLP plays a pivotal role in the pathogenesis and development of diverse diseases as an “alarmin” in response to endogenous and exogenous stimuli, including allergic disorders, host defense against infections, malignancies, metabolic disorders, and chronic inflammatory conditions by regulating inflammatory responses (15–19). TSLP also enhances type 2 inflammation, thereby promoting allergic responses (20, 21). The monoclonal antibody-tezepelumab, specifically designed to target TSLP, received approval for the management of severe asthma in 2021 (22). In thymic tissues, human TSLP is involved in the differentiation and homeostasis of Tregs via CD11c^+^ dendritic cells (DCs) (23). During MC903-induced skin inflammation, the TSLP/TSLPR pathway in DCs contributes to the expansion and proliferation of local Tregs (24). Furthermore, in atopic dermatitis caused by Mi-2β deficiency, TSLP can directly act on local Tregs in the skin, promoting their proliferation and differentiation into effector Treg phenotypes (25).

MI triggers a robust inflammatory response, and the role of inflammation in heart repair and ventricular remodeling following MI has attracted significant attention (26, 27). The release of danger signals from necrotic cells activates immune pathways, triggering a strong inflammatory response that aids in the removal of necrotic cell debris and scar formation. Both excessive and insufficient inflammatory responses lead to adverse ventricular remodeling and poor cardiac repair (28).

Recently, a clinical study revealed that patients with acute MI have higher plasma TSLP concentrations than those with unstable angina (UA) (29). However, the precise role and fundamental mechanism of TSLP/TSLPR in cardiac repair and ventricular remodeling following MI remain unclear. In this study, we investigated the function of TSLP/TSLPR signaling after MI.

## 2 Materials and methods

### 2.1 Mice

Male C57BL/6J mice aged 8–12 weeks were acquired from Beijing Vital River Laboratory Animal Technology (Beijing, China). Cyagen Bioscience INC (Nanjing, China) generated TSLPR knockout (cytokine receptor life factor 2 [*Crlf2*]*^-/-^*) mice with a C57BL/6J genetic background. All animals were accommodated at the Animal Care Facility of Tongji Medical College, where they were provided with a standard diet and maintained at 25°C. Furthermore, they were housed in a room with a strictly controlled light-dark cycle of 12:12 h. The studies involving animals were conducted in strict compliance with the guidelines issued by the National Institutes of Health and were duly approved by the Animal Care and Utilization Committee of Huazhong University of Science and Technology in China (Institutional Animal Care and Use Committee Number: 3775).

### 2.2 MI model establishment

The MI model was established by permanent ligation of the left anterior descending artery (LAD), following a previously established protocol (30). Briefly, the mice were anesthetized by an intraperitoneal injection of 1% pentobarbital sodium (60 mg/kg), followed by oral intubation and subsequent connection to a ventilator designed for small animals. After removing the hair from the surgical site, the surgeon proceeded to open the chest cavity and expose the heart. Subsequently, the LAD artery was ligated using a 6-0 suture. In the sham group, mice underwent the same surgical procedures as those in the experimental group, with the exception of LAD artery ligation. Finally, the chest cavity was closed and postoperative monitoring was performed.

### 2.3 Western blotting

Whole hearts were harvested from the mice, and the atria were removed as previously described (31). The ventricles were washed, dried, weighed, subjected to protein lysis (Servicebio, Wuhan, China), and centrifuged (12,000 rpm for 10 min). After centrifugation, the supernatant was collected. Protein levels were measured using a bicinchoninic acid protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA). The samples were supplemented with loading buffer (Epizyme, Shanghai, China) and then boiled at 99 °C for 10 min. Using 12.5% sodium dodecyl sulfate–polyacrylamide gel electrophoresis, the proteins were separated (120 V for 1.2 h) and then transferred to a polyvinylidene difluoride membrane. The membrane was blocked using a 5% milk solution for 2 h, followed by overnight incubation at 4°C with either the anti-TSLP antibody (Abcam, Cambridge, MA, USA) at a concentration of 1 µg/mL or the anti-β-actin antibody (Proteintech, Wuhan, China) at a concentration of 0.2 µg/mL. The membranes were subsequently washed in Tris-buffered saline containing Tween 20 (TBS-T) for three cycles of 10 min each. Following this, they were incubated with horseradish peroxidase–conjugated (HRP-conjugated) secondary antibody (Proteintech, Wuhan, China) at a concentration of 0.025 µg/mL for 2 h, maintained at room temperature. They were subjected to three 10-min washes in TBS-T and then developed using an Omni-ECL™ Enhanced Pico Light Chemiluminescence Kit (Epizyme, Shanghai, China). The ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA, USA) was used to detect and quantify the chemiluminescent signals.

### 2.4 Isolation of adult mouse cardiomyocytes

Cardiomyocytes were isolated from WT mice or the sham group on day 7 after MI using the Langendorff method, as previously described (32). Buffers were prepared as follows: liquid A consisted of modified Tyrode’s solution (Solarbio, Beijing, China) and EGTA tetrasodium salt (HUSHI, China); liquid B contained Tyrode’s solution (Solarbio, Beijing, China), CaCl_2_ (HUSHI, Shanghai, China), and glucose (HUSHI, Shanghai, China); liquid C consisted of modified Tyrode’s solution (Solarbio, Beijing, China), CaCl_2_ (HUSHI, Shanghai, China), collagenase, and protease (both from Worthington Biochemical Corporation, Lakewood, NJ, USA); liquid D contained modified Tyrode’s solution (Solarbio, Beijing, China) and CaCl2 (HUSHI, Shanghai, China). The perfusion system was rinsed with Tyrode’s solution and filled with liquid A after drainage. A 20-g blunt needle and 1-ml syringe (Jinta, Shanghai, China) were filled with liquid B, connected to the microscope arm, and adjusted to the best position. Mouse hearts were harvested, and the arteries and veins were quickly removed. The needle was inserted into the aorta and secured using 6-0 sutures for perfusion of the heart with liquid A. Next, the heart was fixed in a perfusion device filled with liquid C and subjected to perfusion circulation for approximately 7–10 min. The hearts were excised and digested in liquid C. The resulting cell suspensions were subsequently sieved through a 100-μm cell strainer (Biosharp, Hefei, China) and managed with liquid D to stop the digestion process. The centrifugation process was applied to the suspension at 20 x g for 2 min, subsequently discarding the supernatant. Pre-warmed cardiomyocyte medium (ScineCell, Carlsbad, CA, USA) containing CaCl_2_ was added to the supernatant. Finally, the cardiomyocytes obtained were extracted for further experiments.

### 2.5 PCR

#### 2.5.1 Real-time quantitative PCR

Cardiomyocytes and cardiac tissues were rapidly cryopreserved in liquid nitrogen and then stored at –80°C. The TRIzol reagent (Vazyme, Nanjing, China) was used to extract total RNA. The concentration of the extracted RNA was measured using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The complementary DNA (cDNA) was generated using a HiScript III RT SuperMix for q (+gDNA wiper) kit (Vazyme, Nanjing, China). The gene amplification process was facilitated using a custom-designed 96-well plate, and the PCR mixture was meticulously prepared using the ChamQ SYBR Green PCR Master Mix (Vazyme, Nanjing, China). The plate was centrifuged for 1 min at 500 x g. The plate was subsequently sealed and subjected to analysis using the CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). Samples were examined in duplicate, and the relative expression of target genes was standardized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) using the 2^-ΔΔCT^ approach. The primer sequences for *Tslp* were as follows: TSLP-F, 5′-GGTTCTTCTCAGGAGCCTCTTCATC-3′; TSLP-R, 5′-AGGGCAGCCAGGGATAGGATTG-3′. For *Gapdh*, the primers employed were as follows: GAPDH-F, 5’-AGAAGGTGGTGAAGCAGGCATC-3’; GAPDH-R, 5’-CGAAGGTGGAAGAGTGGGAGTTG-3’.

#### 2.5.2 Qualitative PCR for genotypic identification

Mouse tails were collected and assigned unique numbers, followed by DNA extraction using the TIANamp Genomic DNA kit (TIANGEN, Beijing, China). Target sequences were amplified using the PCR system, and subsequent agarose gel electrophoresis was conducted to detect DNA fragments for accurate genotype determination. The following PCR primers were used for the identification of WT and positive heterozygous mice: Crlf2-F, 5’-GCTACAGTTCTTGGGCCTCTCGTT-3’; Crlf2-R, 5’-TCACCTGTGAGTCGAGTGGCGT-3’. The PCR primers for identifying positive homozygous or heterozygous mice were as follows: Crlf2-F, 5’-CTAGCGAGTGGACAGCGGTGAC-3’; Crlf2-R, 5’-TCACCTGTGAGTCGAGTGGCGT-3.’

### 2.6 Histological analysis

Mouse hearts were harvested and stored overnight in 4% paraformaldehyde at 4 °C. Subsequently, the hearts were paraffin-embedded and sliced into 3-μm thick sections for further analysis. Five to six sections from the apex to the base at equal distances were obtained. On the 28^th^ day after MI, the scar size and interstitial fibrosis were quantified using Masson’s trichrome staining (Biossci Biotechnology, Wuhan, China). Scar size was determined using the equation “(epicardial infarct ratio + endocardial infarct ratio)/2 × 100%” for each section and averaged from 5–6 sections, as previously described (33). Infarct thickness was measured at five equidistant points along the infarct scar in the papillary muscle section and then averaged. Interstitial fibrosis was measured at the papillary muscle level. To evaluate fibrosis, five random fields were selected within the border zone at 200× magnification. Using ImageJ software (National Institutes of Health, Bethesda, MD, USA), we calculated the collagen volume fraction by measuring the ratio of the blue-stained collagen area to the total tissue area (34).

For immunofluorescence staining, sections were processed according to a previously described protocol. To assess angiogenesis, one section per heart was selected and stained with anti-CD31 (eBioscience, San Diego, CA, USA). The area of CD31-positive staining was quantitated in five randomly chosen high-power fields located within the border area (35). The cross-sectional area of cardiomyocytes was measured using staining with wheat germ arginine conjugated with fluorescence (WGA-AF488) (Sigma Aldrich, St. Louis, MO, USA) (36). Terminal deoxynucleotidyl transferase dUTP Nick End Labeling (TUNEL) staining was conducted using the *In Situ* Apoptosis Detection kit (Servicebio, Wuhan, China). Slices were stained with rabbit anti-mouse TSLP, rabbit anti-mouse CD31, rabbit anti-mouse alpha smooth muscle actin (α-SMA), rabbit anti-mouse vimentin, rabbit anti-mouse actinin (all above antibodies from Servicebio, Wuhan, China), and goat anti-rabbit secondary antibodies (Servicebio, Wuhan, China). Prior to scanning and capturing representative images with a Nikon A1Si microscope (Nikon, Tokyo, Japan), the nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Servicebio, Wuhan, China). Microscopic images were analyzed using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

For 2,3,5-triphenyl tetrazolium chloride (TTC) staining, hearts were collected on day 1 after MI and cut into 4–6 pieces. All pieces were stained with TTC solution (Servicebio, Wuhan, China) and incubated in the dark at 37°C for 30 min, followed by capture of images (Nikon, Tokyo, Japan). ImageJ software (National Institutes of Health, Bethesda, MD, USA) was used for quantification.

### 2.7 Echocardiography

On day 28 post-MI, a Vivo 3100 high-resolution microimaging system (Fujifilm VisualSonics, Tokyo, Japan) was used for echocardiography. The procedure was performed by a skilled technician that was unaware of the treatment groups, ensuring unbiased and accurate assessments. Mice were anesthetized with 1.5% isoflurane, and long-axis images were acquired using the parasternal long axis (PLAX) view. In addition, three distinct levels were imaged through the parasternal short axis (PSAX) view in B-mode for comprehensive echocardiographic analysis: one near the apex of the heart (SimpAreaDist), one at the midsection near the papillary muscle level (SimpAreaMid), and one just under the base of the aorta (SimpAreaProx). At each level, the endocardial border was traced during diastole and systole. The left ventricular ejection fraction (LVEF), left ventricular end-diastolic volume (LVEDV), and left ventricular end-systolic volume (LVESV) were calculated from the digital images using a previously described standardized formula (37). The heart rate during echocardiography was maintained between 400 and 600 bp/min.

### 2.8 Flow cytometry

The spleen, peripheral blood, mediastinal lymph nodes (MLNs), and heart were collected from mice under both healthy and post-MI conditions. The spleens and MLNs were surgically removed, homogenized, and subsequently passed a 70-μm cell strainer (Biosharp, Hefei, China). Using Red Blood Cell Lysis Buffer (Solarbio, Beijing, China), we processed peripheral blood samples to isolate purified leukocytes for subsequent analysis. The hearts were minced and digested in a 0.1% solution of collagenase B (Roche, Basel, Switzerland), as previously described (34). The single cell suspensions were gathered and prepared through the use of a 40-μm cell strainer for filtering (Biosharp, Hefei, China), followed by purification of the leukocyte-enriched fractions using a 37/70% Percoll gradient (Sigma-Aldrich, St. Louis, MO, USA) (31).

TSLPR expression was determined on immune cells in the heart and spleen on day 7 after MI. DCs, neutrophils, and monocytes/macrophages were stained with BV510 FVD (BD Biosciences, San Jose, CA, USA) and FITC anti-CD45, PE/Cy7 anti-CD11b, APC-Cy7 anti-Ly6G, PE-Cy5.5 anti-CD11c, PE anti-major histocompatibility complex (MHC)-II, and APC anti-TSLPR (all from BioLegend, San Diego, CA, USA) at 4°C in the dark. CD4^+^T cells and Treg cells were stained with BV510 FVD, FITC anti-CD45, PE/Cy7 anti-CD4, and APC anti-TSLPR (all from BioLegend, San Diego, CA, USA) at 4°C in the dark. After washing, the cells were fixed and permeabilized using Foxp3/Transcription Factor Fixation/Permeabilization Concentrate and Diluent solution, along with Permeabilization buffer (10X) (both from Thermo Fisher Scientific, Waltham, MA, USA), followed by staining with PE anti-Foxp3 antibodies (eBioscience, San Diego, CA, USA).

To quantify the cardiac-infiltrating lymphocytes on day 3 and day 7 after MI, the collected cells were stained with BV510 FVD (BD Biosciences, San Jose, CA, USA), FITC anti-CD45, PE/Cy7 anti-CD4, PE anti-CD19, and Percp-Cy5.5 NK1.1 (all from BioLegend, San Diego, CA, USA) for 30 min in the dark at 4 °C. Next, the cells were washed thoroughly and stained with PE anti-forkhead box P3 (Foxp3) (eBioscience, San Diego, CA, USA) before being fixed and permeabilized using Foxp3/Transcription Factor Fixation/Permeabilization Concentrate and Diluent solution and Permeabilization buffer (10X) (both from Thermo Fisher Scientific, Waltham, MA, USA).

To quantify cardiac-infiltrating myeloid cells on day 3 and day 7 after MI, the cells were labeled with BV510 FVD (BD Biosciences, San Jose, CA, USA), FITC anti-CD45, PE/Cy7 anti-CD11b, APC anti-Ly6G, PE anti-F4/80, BV421 anti-Ly6C, PE anti- MHC-II, and Percp-Cy5.5 anti-CD11c (all from BioLegend, San Diego, CA, USA).

To quantify the abundance of immune cells under physiological conditions in the spleen, MLNs, and peripheral blood, the collected cells were labeled with FITC anti-CD45, PE/Cy7 anti-CD11b, APC anti-Ly6G, PE anti-CD19, APC-Cy7 anti-CD3, and Percp-Cy5.5 anti-NK1.1 (all from BioLegend, San Diego, CA, USA).

To assess the activation of T cells on day 7 after MI, cells from the heart, spleen, and MLNs were stained with BV510 FVD (BD Biosciences, San Jose, CA, USA) and FITC anti-CD45, PE/Cy7 anti-CD4, and APC anti-CD69 (all from BioLegend, San Diego, CA, USA) at 4°C in the dark. After thorough washing, the cells were fixed and permeabilized using Foxp3/Transcription Factor Fixation/Permeabilization Concentrate and Diluent solution, along with Permeabilization buffer (10X) (both from Thermo Fisher Scientific, Waltham, MA, USA), ensuring effective staining and analysis of the target antigens. Subsequently, the cells were stained with PE anti-Foxp3 and APC anti-Ki67 antibodies (eBioscience, San Diego, CA, USA).

Flow cytometry was conducted using a BD LSRFortessa X-20 instrument (BD Biosciences, San Jose, CA, USA). FlowJo (Version 10.4, TreeStar, Ashland, OR, USA) was used for data analysis.

### 2.9 RNA sequencing

Infarcted hearts from WT and *Crlf2^-/-^* mice were quickly collected on day 7 post-MI. RNA was extracted as described in Section 2.5.1, following which 1% agarose gel electrophoresis was employed to evaluate potential contamination and degradation of the samples. Quantification and qualification of RNA were performed using the RNA Nano 6000 Assay Kit (Agilent, USA) on the analyzer 2100 system (Agilent Technologies, CA, USA). mRNA was isolated from the RNA mixture using poly-T oligo-attached magnetic beads (Thermo Fisher Scientific, Waltham, MA, USA), a technique that efficiently captures and purifies mRNA molecules, ensuring their purity for downstream applications. Subsequently, cDNA synthesis was performed, and the resulting product underwent selective purification using the AMPure XP system (Beckman Coulter, Miami, FL, USA). This purification step was crucial in obtaining cDNA fragments with lengths ranging from 370 to 420 base pairs, ensuring the accuracy and reliability of downstream analysis. The quality of the library was assessed using a Qubit2.0 Fluorometer (Life technologies corporation, Gaithersburg, MD, USA), and the insert size was determined using an Agilent 2100 analyzer (Agilent Technologies, CA, USA). The Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) was used to sequence the library preparations, resulting in 125 bp/150 bp paired-end reads.

Processed raw data using FASTP software (v0.19.4, HaploX, Shenzhen, China) to ensure clean, high-quality data with determined Q20, Q30, and GC content for further analysis. Using Hisat2 (version 2.0.5, JHU, Baltimore, MD, USA), the reference genome was indexed to facilitate alignment. Subsequently, the paired-end clean reads were precisely mapped to the indexed reference genome. To quantify the levels of gene expression, we employed the featureCounts tool (version 1.5.0-p3). The Fragments Per Kilobase of the exon model per Million mapped reads (FPKM) for each gene was calculated, considering exon length and the number of successfully mapped reads, offering a normalized measure of gene expression, factoring in gene size and sequencing depth.

Using the DESeq2 R package (v1.20.0), we performed differential expression analysis. To enhance accuracy and reduce false positives, we adjusted the P-values using the Benjamini-Hochberg method. The threshold for significant differential expression was set at Padj ≤ 0.05 and |log2(foldchange)| ≥ 0.5. The ggplot2 R package (version 3.0.3) was used to conduct principal component analysis (PCA) and correlation analysis between WT and *Crlf2^-/-^* mice, while the VennDiagram R package was employed to generate the Venn diagram. The clusterProfiler R package (version 3.8.1) was used to perform Gene Ontology (GO) enrichment analysis on differentially expressed genes (DEGs) and to assess the statistical enrichment of genes exhibiting differential expression within Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

### 2.10 Statistical analysis

The data are presented as mean ± standard error of the mean (SEM). Kolmogorov-Smirnov test with Lilliefors correction assessed data normality, whereas the F test evaluated variance equality. Unpaired Student’s t-test was used for normally distributed data, and Mann–Whitney U test for non-normal data. One-way ANOVA and two-way ANOVA with Tukey’s *post hoc* test analyzed multiple group differences. Kaplan–Meier method plotted survival curves, followed by the log-rank test for comparison. Significance was set at 2-tailed P < 0.05. All statistical analyses were performed using GraphPad Prism 9.0 (GraphPad Prism, San Diego, CA, USA).

## 3 Results

### 3.1 TSLP expression is elevated in the infarcted heart following MI

To investigate the potential involvement of TSLP in cardiac remodeling, we examined its expression in the heart. Compared with the sham-operated group, TSLP expression in the cardiac tissue of MI mice significantly increased, peaking on day 7 and gradually decreasing by day 14, yet remaining elevated until day 28 (**Figures 1A–C**, **Supplementary Figure S1**). TSLP has been reported to be highly expressed by epithelial cells, particularly in the airway epithelium (38, 39). The main parenchymal cells in cardiac tissue consist of cardiomyocytes, fibroblasts, endothelial cells, and smooth muscle cells. We observed the highest levels of TSLP expression in cardiomyocytes located in the infarct border zone on day 7 after MI (**Figures 1D, E**). Additionally, TSLPR is known to be broadly expressed in immune cells, including mast cells, myeloid lineage cells, and lymphocytes (40, 41). Therefore, we investigated TSLPR expression in various types of immune cells in infarcted hearts and spleen on day 7 after MI, then found that the highest expression of TSLPR occurred in DCs, followed by T cells (**Figures 1F, G**, **Supplementary Figure S2**).

**Figure 1:**
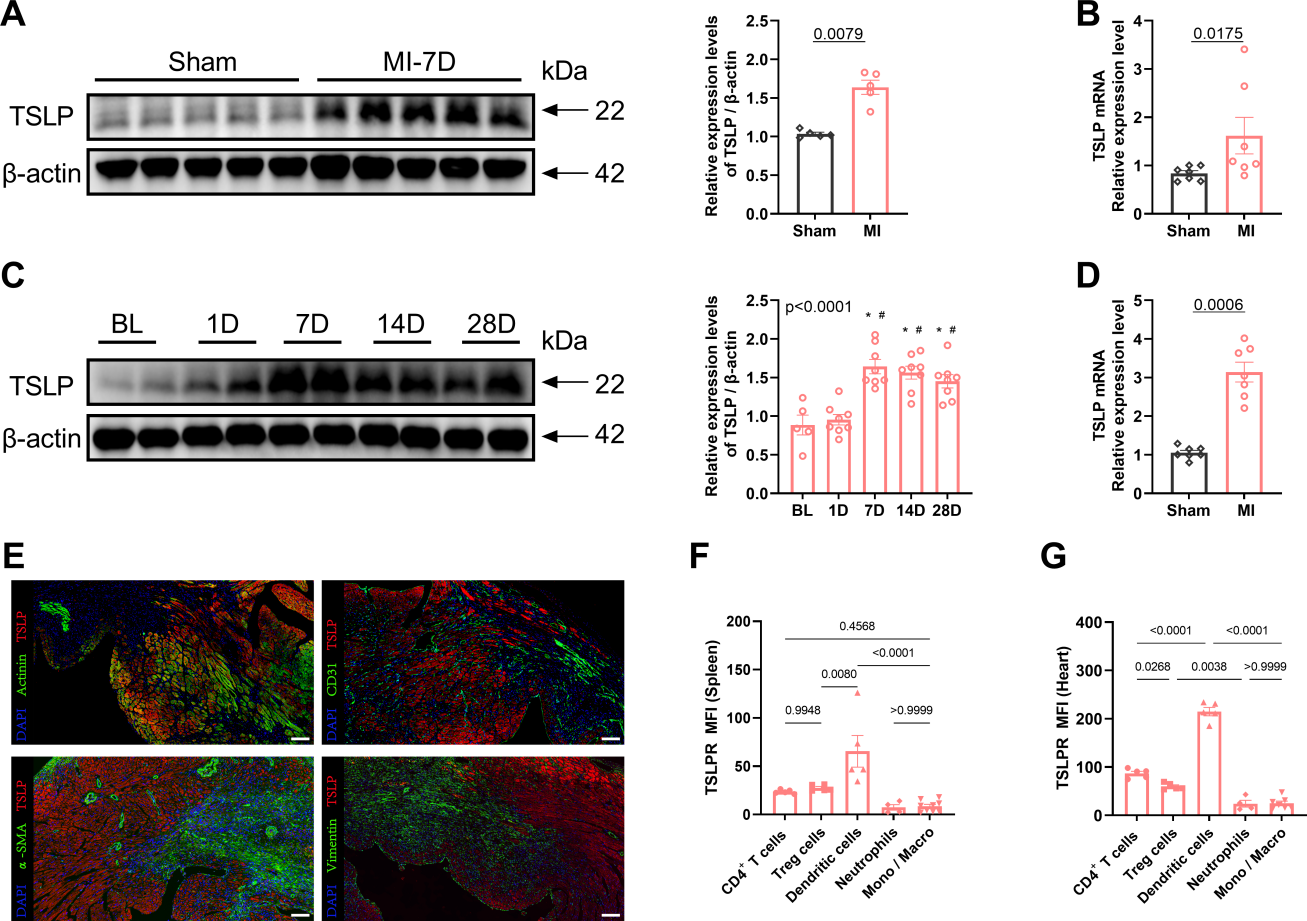
Thymic stromal lymphopoietin (TSLP) levels are elevated in cardiac tissues following myocardial infarction (MI). **(A)** MI was induced in C57/B6J mice *in vivo* and western blotting analysis of TSLP expression in heart tissues was performed on day 7 later, using β-actin as a loading control; each lane represents an independent mouse heart (n = 5 per group). **(B)** *Tlsp* mRNA levels in the heart tissues of mice on day 7 post-MI. Transcripts were normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) (n = 7 per group). **(C)** A representative western blotting analysis was conducted to assess TSLP expression in mouse cardiac tissues at baseline (BL) and day 1, day 7, day 14, and day 28 post-MI (n =5–8 per group). **(D)** *Tslp* mRNA expression was evaluated in myocardial cells isolated using the Langendorff perfusion system from mice in both the MI and sham groups on day 7 post-surgery (n = 7 per group). **(E)** TSLP representative immunofluorescence staining in myocardial tissues of mice on day 7 post-MI: TSLP (red), α-actinin (green, upper left images), CD31 (green, upper right images), alpha smooth muscle actin (α-SMA; green, bottom left images), and vimentin (green, bottom right images). The sections were counterstained with 4’,6-diamidino-2-phenylindole (DAPI) to visualize nuclei (blue; scale bar: 50 μm) (n = 5 per group). **(F, G)** Surface expression of TSLP receptor (TSLPR) on CD4^+^ T cells, T regulatory (Treg) cells, dendritic cells, neutrophils and monocytes/macrophages (Mono/Macro) in the spleen and heart on day 7 post-MI (n = 4–9 per group). Mann–Whitney U test was used to analyze the data in **(A, B, D)**, whereas the data in **(C, F, G)** were analyzed using one-way ANOVA, followed by Tukey’s multiple comparisons test. ^*^P< 0.05 compared with BL; ^#^P< 0.05 compared with 1D.

### 3.2 The absence of TSLP/TSLPR signaling leads to reduced survival and worsened cardiac function

To investigate the functional significance of TSLP in MI, we utilized targeted gene knockout TSLPR (*Crlf2^-/-^*) mice (**Supplementary Figure S3A**). Compared with WT mice, *Crlf2^-/-^* mice showed significantly reduced survival on day 28 post-MI (**Figure 2A**). In addition, the absence of TSLP/TSLPR signaling negatively impacted post-MI cardiac function, as evidenced by decreased LVEF and increased LVESV and LVEDV in *Crlf2^-/-^* mice compared with in WT mice on day 28 after MI (**Figures 2B–E**). Consistent with these findings, *Crlf2^-/-^* mice showed significantly higher heart weight (HW) and lung weight (LW) to body weight (BW) ratios than WT mice on day 28 after MI (**Figures 2F, G**).

**Figure 2:**
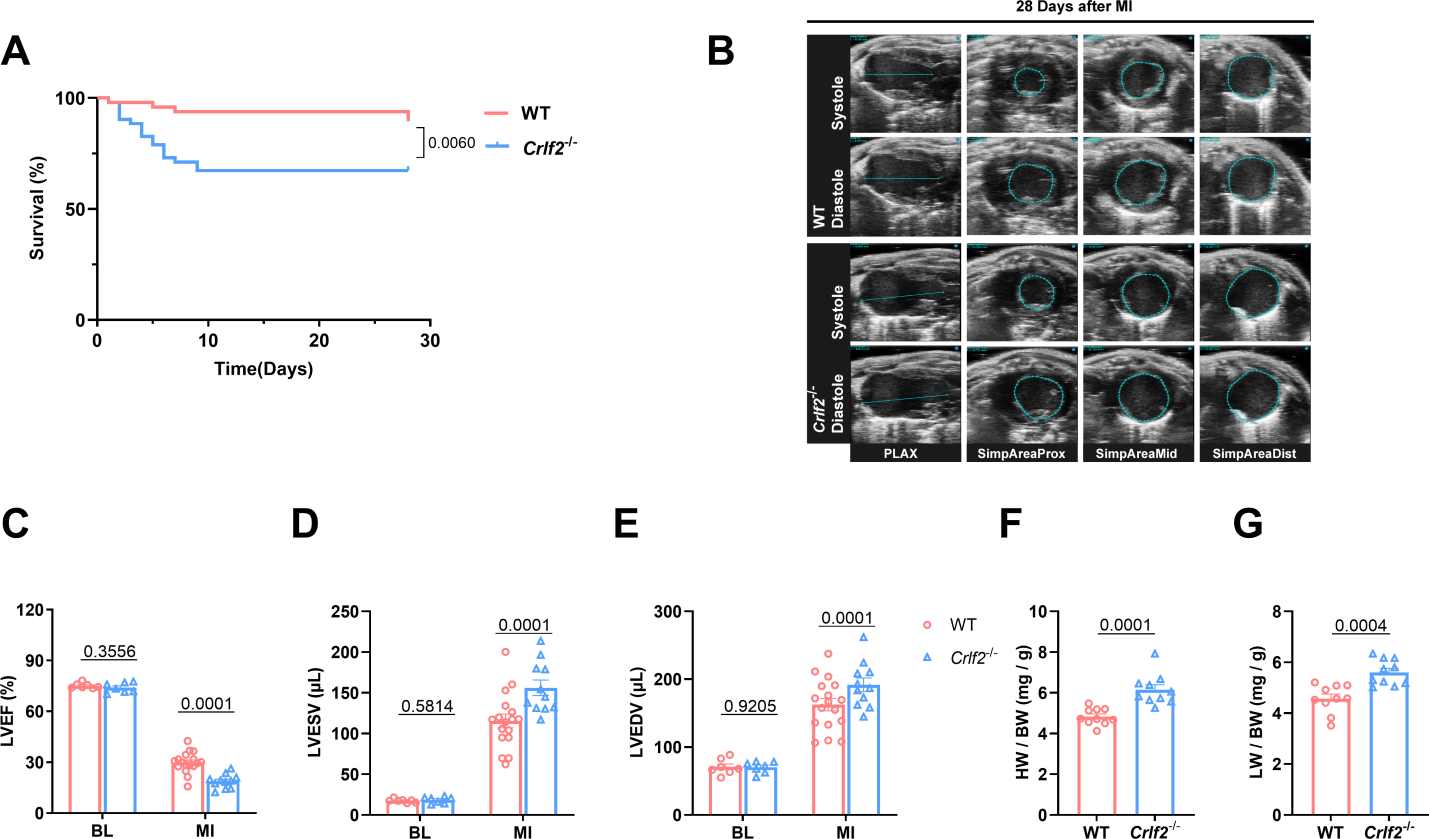
The absence of the thymic stromal lymphopoietin (TSLP)/TSLP receptor (TSLPR) signaling pathway exacerbates cardiac injury and decreases cardiac function in mice after MI. **(A)** Survival analysis of wild-type (WT)-MI mice (n = 48) and TSLPR KO (cytokine receptor like factor 2 [*Crlf2*]^-/-^)-MI mice (n = 52) up to 28 days following MI. **(B)** Representative B-mode echocardiographic images taken at 28 days post-surgery in each experimental group depicting both systolic and diastolic periods. The images include the parasternal long axis and the three parasternal short axes views from left to right. **(C–E)** Analysis of left ventricular ejection fraction (LVEF, %), left ventricular end-systolic volume (LVESV; μL), and left ventricular end-diastolic (LVEDV; μL) at baseline and on day 28 after MI (n = 7–17 per group). **(F, G)** Heart weight (HW) and lung weight (LW) were normalized to body weight (BW) after MI (n = 10 per group). Data are presented as the mean ± SEM. Survival rates were estimated using the Kaplan-Meier method and compared using log-rank tests. The data in **(C–G)** were analyzed using unpaired t-test.

### 3.3 The absence of TSLP/TSLPR signaling results in adverse ventricular remodeling

Myocardial remodeling, which refers to pathological alterations in the structure or function of the heart, has significant prognostic implications for MI (42, 43). Therefore, we investigated the potential effect of TSLP/TSLPR deficiency on cardiac repair and ventricular remodeling. Our findings indicate that, while there were no significant differences in infarct size between WT and *Crlf2^-/-^* mice at 1 day after MI, *Crlf2^-/-^* mice exhibited a larger and thinner infarct scar at 28 days post-MI (**Figures 3A–C**, **Supplementary Figures S3B, C**). Furthermore, compared with WT mice, *Crlf2^-/-^* mice exhibited increased interstitial fibrosis (**Figures 3D, E**) and reduced CD31^+^ staining (**Figures 3F, G**) in the peri-infarct region, and increased cross-sectional area of cardiomyocytes (**Figures 3H, I**) in the remote region. Nevertheless, no statistically significant difference in the proportion of TUNEL^+^ cardiomyocytes within the border area of the infarction was observed between the two groups (**Supplementary Figures S3D, E**).

**Figure 3:**
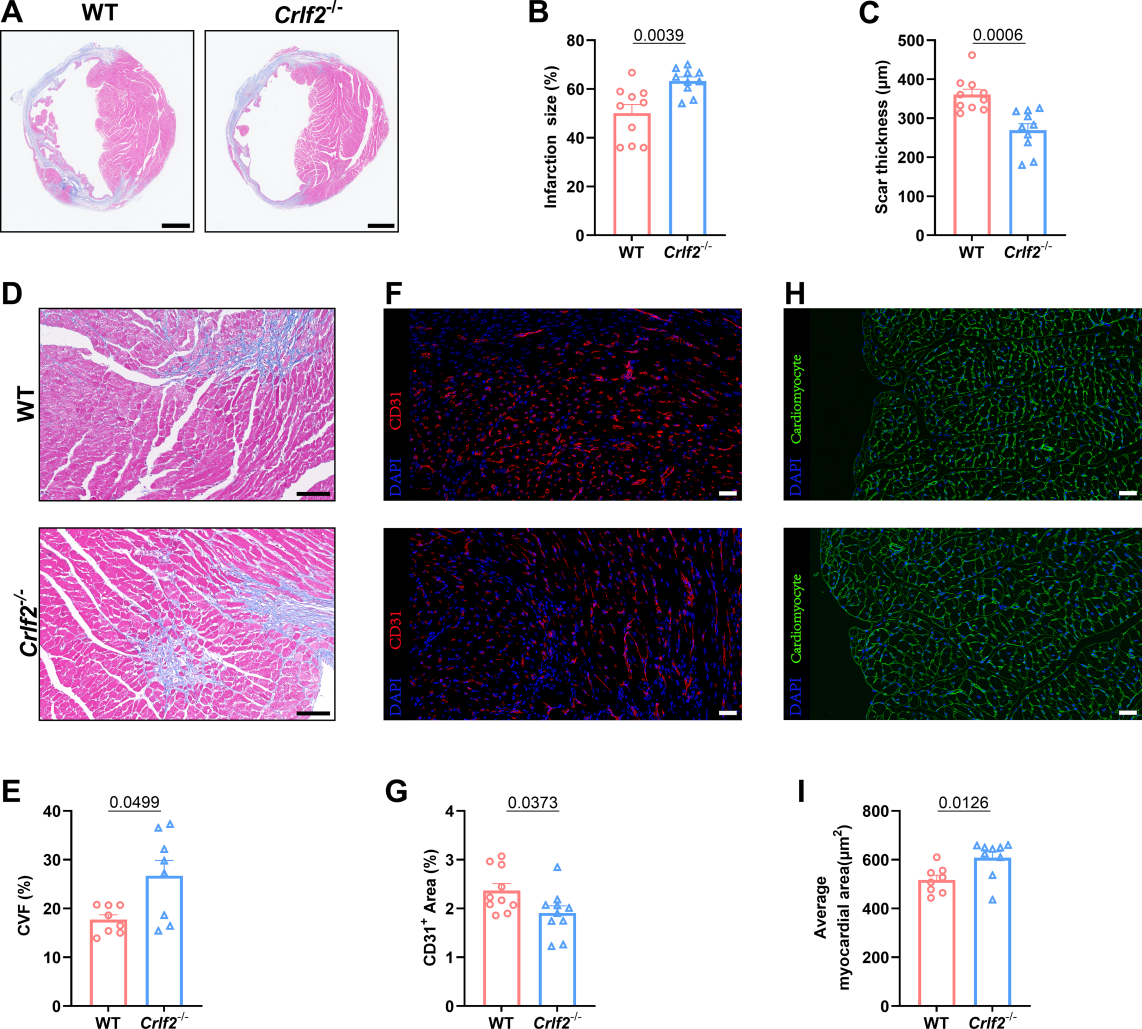
The absence of the thymic stromal lymphopoietin (TSLP)/TSLP receptor (TSLPR) signaling pathway aggravates ventricular remodeling following myocardium infarction (MI) in mice. **(A)** Heart sections were stained with Masson’s trichrome to obtain representative images (scale bar: 2 mm). **(B, C)** Quantitative analyses of infarct size and scar thickness on day 28 post-MI (n = 10 per group). **(D, E)** Representative images showing collagen volume (blue) in the border zone and quantification of the collagen volume fraction (CVF) per high-power field after Masson’s trichrome staining on day 28 post-MI (scale bar: 100 μm) (n=8 per group). **(F, G)** Representative images showing CD31^+^ staining in the peri-infarct region on day 7 post-MI (scale bar: 20 μm) and quantification of the CD31^+^ area (n = 10 per group). **(H, I)** Representative images showing WGA staining in the remote region on 28 days post- MI (scale bar: 20 μm) and quantification of the average myocardial area (n = 8–9 per group). Data are presented as the mean ± SEM. The Mann–Whitney U test was utilized to analyze the data in **(B, E)**, while unpaired t-test was employed for statistical analysis in **(C, G, I)**.

### 3.4 TSLP regulates the infiltration of immune cells into the infarcted heart

Previous research has established that MI triggers the infiltration of diverse innate and adaptive immune cells into cardiac tissue (44, 45). Given the pivotal role of TSLP in regulating inflammatory responses, we examined the effects of TSLPR deficiency on MI-induced inflammatory responses. We found no significant difference in the number of immune cell subsets between WT and *Crlf2^-/-^* mice in the spleen, MLNs, and blood at baseline (**Supplementary Figure S4**). After MI, *Crlf2^-/-^* mice had a significantly higher total number of heart-infiltrated CD45^+^ cells than WT mice. The gating strategies are illustrated in (**Figures 4A-C**. Infiltration of myeloid cell subsets (**Figure 5A**), including neutrophils, monocytes and macrophages, increased significantly, while DC cells decreased. Furthermore, *Crlf2^-/-^* mice showed a higher Ly6C^hi^/Ly6C^low^ monocyte ratio in the infarcted hearts (**Figures 4D–K**). In lymphocyte subsets (**Figure 5A**), a significant decrease in the number of Treg cells and a reduction in the Treg/Tconv ratio were observed post-MI in *Crlf2^-/-^* mice (**Figures 5B–E**). However, there was no alteration in the numbers of B and NK cells (**Supplementary Figures S5B, C**).

**Figure 4:**
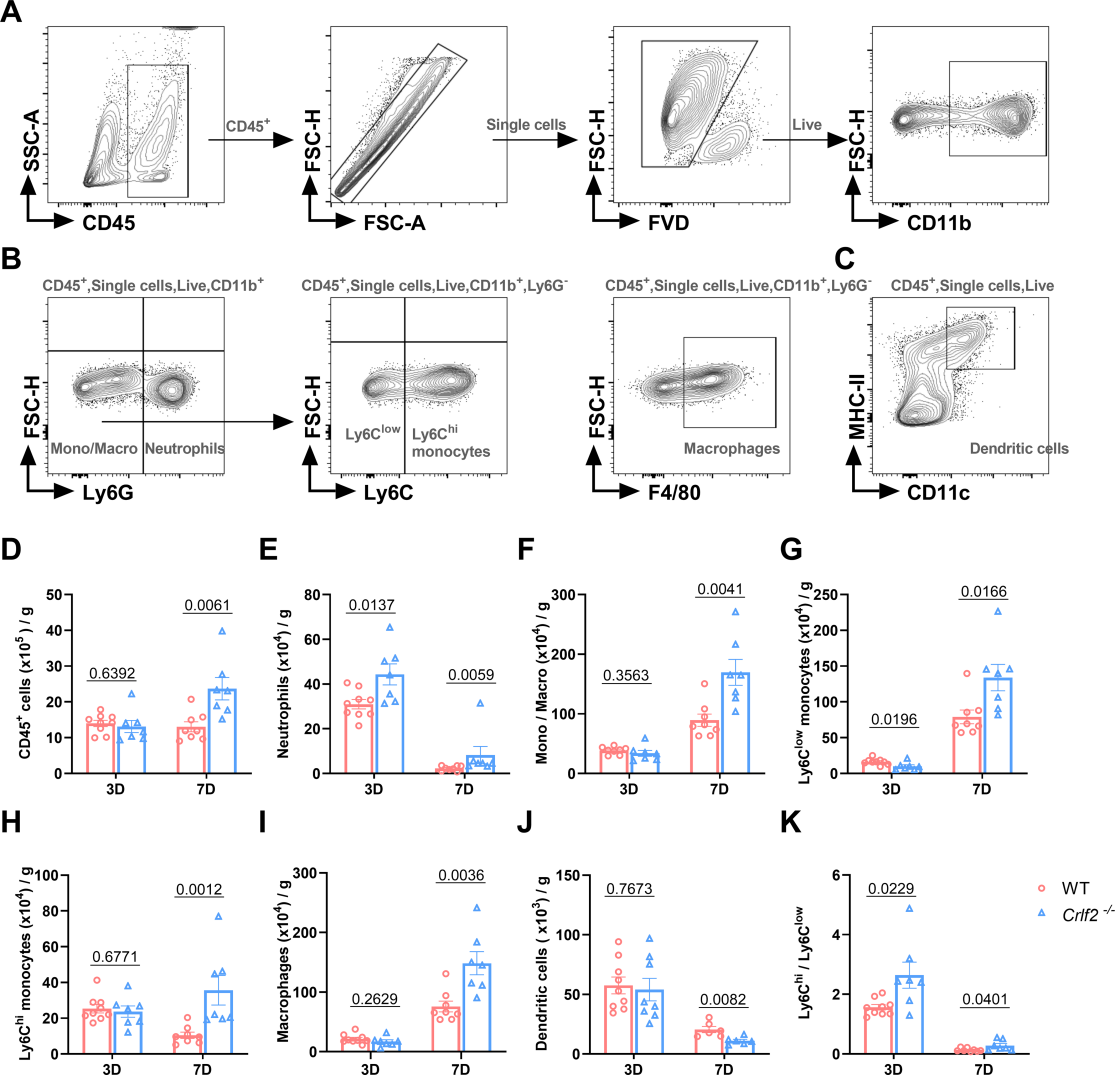
The absence of the thymic stromal lymphopoietin (TSLP)/TSLP receptor (TSLPR) signaling pathway facilitates the infiltration of myeloid cells into cardiac tissue following myocardium infarction (MI). **(A–C)** The gating strategies employed in identifying CD45^+^FVD^-^ total CD45^+^ cells, CD45^+^FVD^-^CD11b^+^Ly6G^+^ neutrophils, CD45^+^FVD^-^CD11b^+^Ly6G^-^ monocytes/macrophages (Mono/Macro), CD45^+^FVD^-^CD11b^+^Ly6G^-^Ly6C^low^ monocytes, CD45^+^FVD^-^CD11b^+^Ly6G^-^Ly6C^hi^ monocytes, CD45^+^FVD^-^CD11b^+^Ly6G^-^F4/80^+^ macrophages, and CD45^+^FVD^-^CD11c^+^MHC II^+^ dendritic cells in the heart. **(D–K)** Absolute numbers of the above cells per gram of cardiac tissue and the Ly6C^hi^/Ly6C^low^ monocyte ratio were determined on day 3 and day 7 post-MI (n = 6–9 per group). Data are presented as the mean ± SEM and unpaired t-test was used to analyze in data **(D–K)**.

**Figure 5:**
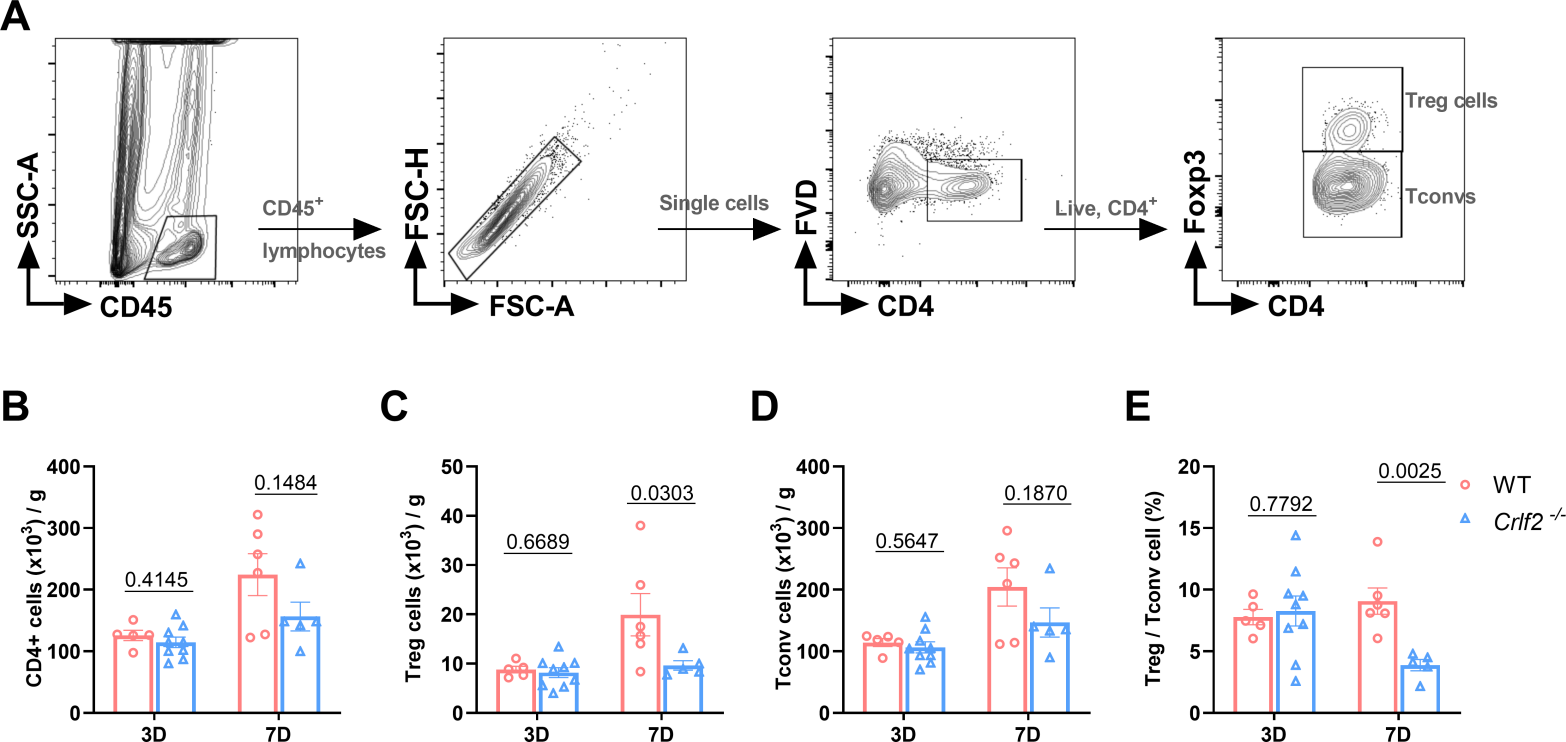
The absence of the thymic stromal lymphopoietin (TSLP)/TSLP receptor (TSLPR) signaling pathway impairs T regulatory (Treg) cells infiltration in cardiac tissue post-MI. **(A)** The gating strategies employed in identifying infiltrated CD45^+^FVD^-^CD4^+^T cells, CD45^+^FVD^-^CD4^+^Foxp3^+^ Treg cells, and CD45^+^FVD^-^CD4^+^Foxp3^-^ conventional T (Tconv) cells in the heart. **(B–E)** Absolute cell counts per gram of cardiac tissue and the Treg/Tconv cell ratio were determined on day 3 and day 7 post-MI (n = 5–9 per group). Data are presented as the mean ± SEM and were analyzed using unpaired t-test in **(B–E)**.

### 3.5 TSLP regulates the activation and proliferation of CD4^+^ T cells

We delved into the regulation of CD4^+^ T cells by TSLP/TSLPR signaling. CD69 is considered an early activation marker and Ki67 is considered a late activation and proliferation marker of T cells. At baseline, the absence of TSLP/TSLPR signaling had no effect on the expression of CD69 on lymphoid or splenic CD4^+^ T cells, Treg cells, and Tconv cells. After MI, the expression of CD69 on these cells increased significantly. In *Crlf2^-/-^* mice, the induction of CD69 by MI was completely abolished in Treg cells and partially abolished in CD4^+^ T cells and Tconv cells of MLNs and spleens. Furthermore, the expression of CD69 on cardiac CD4^+^ T cells, Treg cells, and Tconv cells were reduced in *Crlf2^-/-^* mice after MI (**Figure 6**).

**Figure 6:**
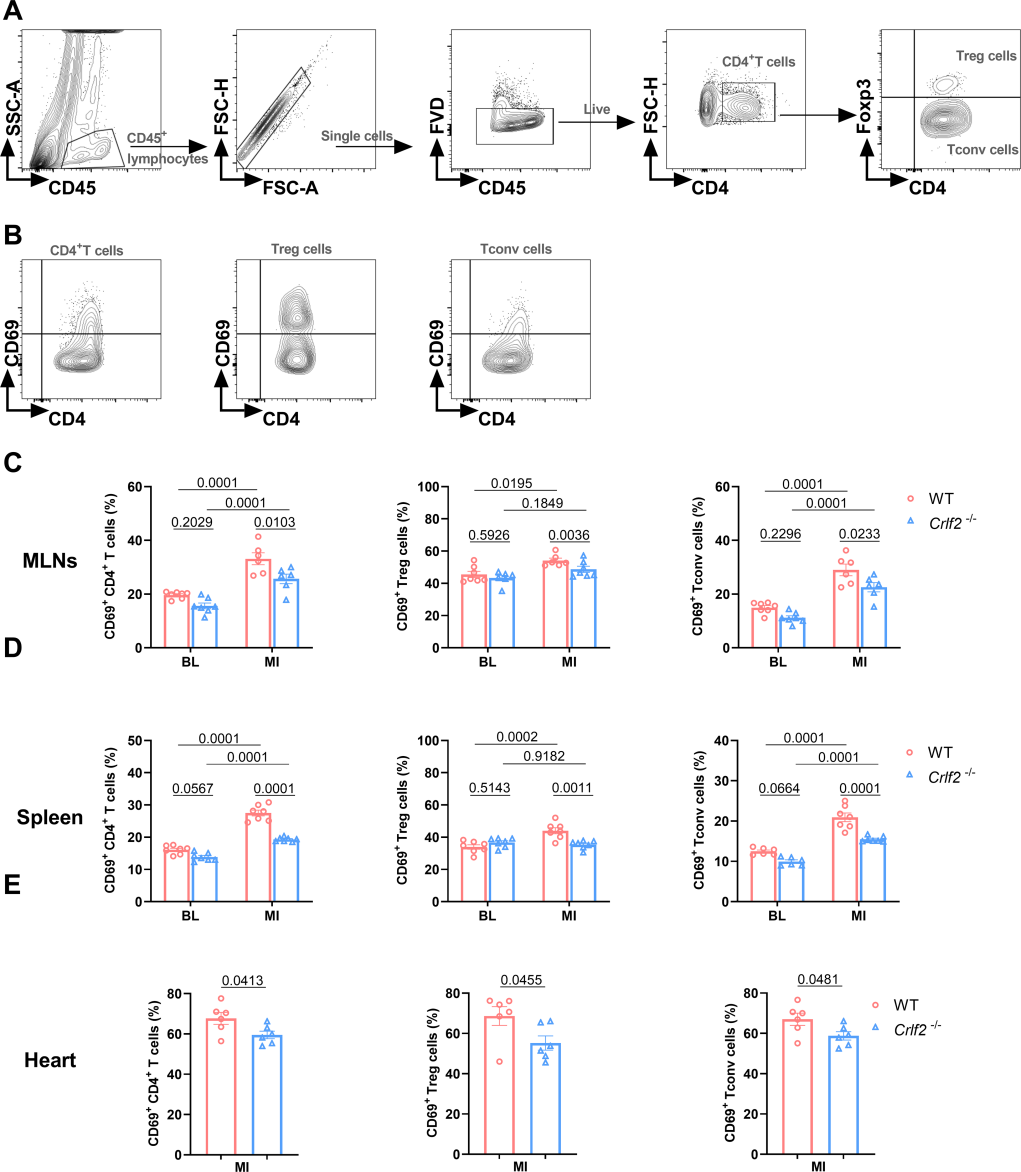
The absence of the thymic stromal lymphopoietin (TSLP)/TSLP receptor (TSLPR) signaling pathway inhibits the early activation of CD4^+^T cells and their subsets in the mediastinal lymph nodes (MLNs), spleen and heart post-MI. **(A)** The gating strategies employed in identifying CD45^+^FVD^-^CD4^+^T cells, CD45^+^FVD^-^CD4^+^Foxp3^+^ regulatory T (Treg) cells, and CD45^+^FVD^-^CD4^+^Foxp3^-^ conventional T (Tconv) cells in the heart. **(B–E)** The expression of CD69 on CD4^+^ T cells, Treg cells and Tconv cells in the MLNs and spleen at baseline (BL) and on day 7 post-MI (n = 6 per group), as well as in the heart on day 7 post-MI (n = 6–7 per group) was analyzed. Data are expressed as the mean ± SEM. Data in **(C, D)** were analyzed using two-way ANOVA, followed by Tukey’s multiple comparisons test, while unpaired t-test was used to analyze data in **(E)**.

At baseline, the absence of TSLP/TSLPR signaling significantly reduced the expression of Ki67 on splenic CD4^+^ T cells, Treg cells, and Tconv cells, but not on MLNs. After MI, the expression of Ki67 on splenic CD4^+^ T cells, Treg cells, and Tconv cells, as well as on lymphoid Treg cells, increased significantly. In *Crlf2^-/-^* mice, the induction of Ki67 by MI was completely abolished in lymphoid Treg cells and partially abolished in splenic CD4^+^ T cells, Treg cells and Tconv cells. Furthermore, the expression of Ki67 on cardiac CD4^+^ T cells, Treg cells, and Tconv cells was reduced in *Crlf2^-/-^* mice after MI (**Figure 7**). Taken together, TSLP regulated CD4^+^ T cells activation and proliferation at baseline and after MI, with a greater impact on Treg cells than Tconv cells.

**Figure 7:**
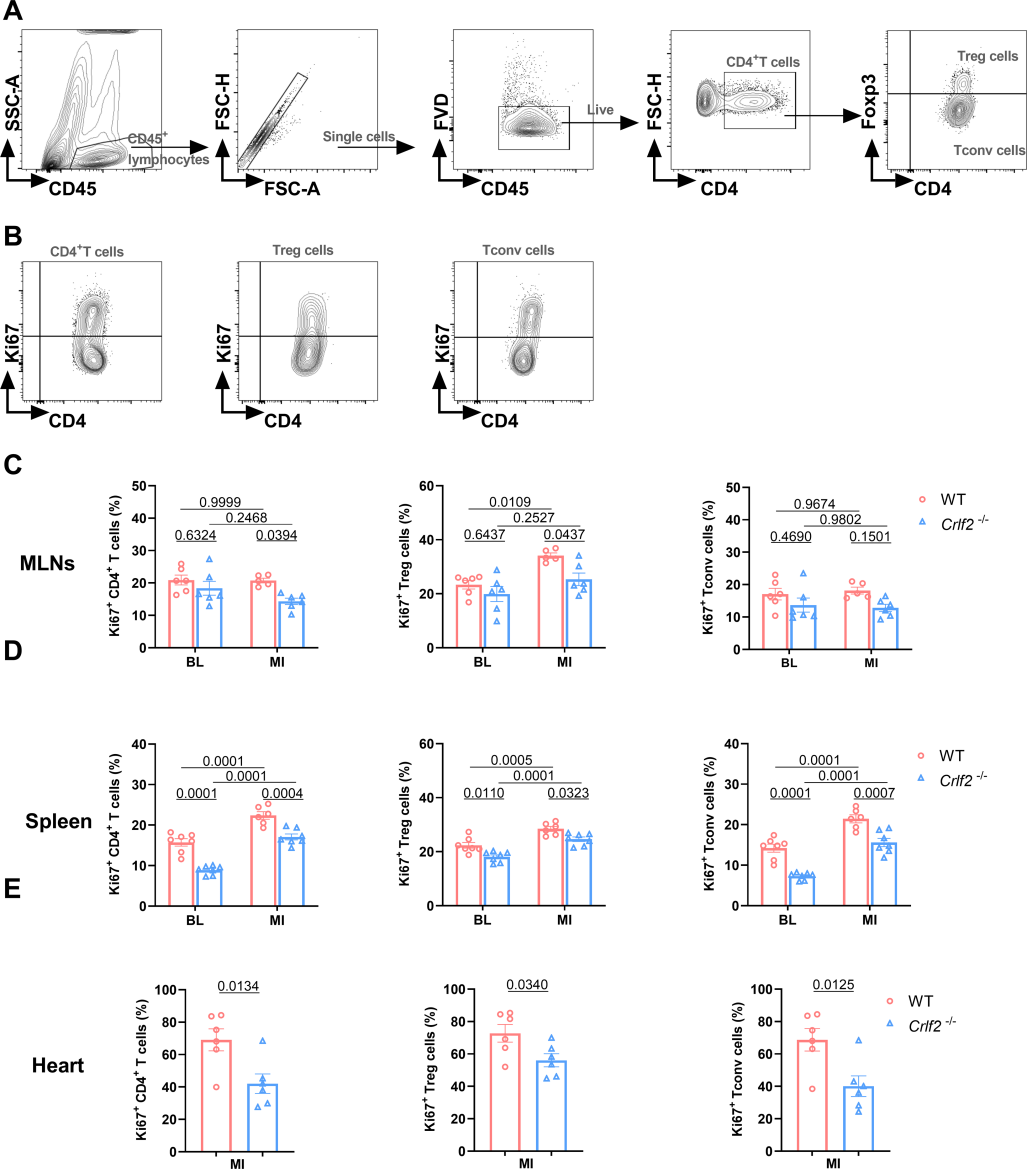
The absence of the thymic stromal lymphopoietin (TSLP)/TSLP receptor (TSLPR) signaling pathway inhibits the late activation and proliferation of CD4^+^T cells and their subsets in the mediastinal lymph nodes (MLNs), spleen and heart post-MI. **(A)** The gating strategies employed in identifying CD45^+^FVD^-^CD4^+^T cells, CD45^+^FVD^-^CD4^+^Foxp3^+^ regulatory T (Treg) cells, and CD45^+^FVD^-^CD4^+^Foxp3^-^ conventional T (Tconv) cells in the heart. **(B–E)** The expression of Ki67 in CD4^+^ T cells, Treg cells and Tconv cells in the MLNs and spleen at baseline (BL) and on day 7 post-MI (n = 6 per group), as well as in the heart on day 7 post-MI (n = 5–7 per group) was analyzed. Data are expressed as the mean ± SEM. Data in **(C, D)** were analyzed using two-way ANOVA, followed by Tukey’s multiple comparisons test, while unpaired t-test was used to analyze data in **(E)**.

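Bulk RNA sequencing was performed on the hearts of 3 WT and 3 *Crlf2-/-* mice on day 7 post-MI, with 1 library per mouse. *Crlf2* encodes the receptor chain that binds TSLP. The authors aligned the reads with Hisat2, counted fragments per gene with featureCounts and deposited FPKM, which is the number of fragments scaled to gene length and to the size of the library. Each nonzero FPKM multiplied by its gene length was a whole multiple of 1 step per library for 100% of values, so the number of fragments behind each value could be worked out. Between 18508646 and 18973594 fragments per library lay on the listed genes in WT mice (median 18582799) and between 18578175 and 19682428 in *Crlf2-/-* mice (median 18867588). The table lists 54532 genes by Ensembl identifier. Its gene positions were compared with GENCODE M21 (GRCm38), which holds 54495 of these genes, 53585 of them with the same start and end. FPKM were scaled between libraries by the trimmed mean of M values, and log2(FPKM + 0.1) was tested with limma, with Benjamini-Hochberg adjustment over the 15520 genes that had at least 10 fragments in at least 3 libraries and at least 15 fragments in total. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of low genes. *Crlf2* (ENSMUSG00000033467) lies on the minus strand of chromosome 5 from 109554709 to 109558993. Its fragments numbered 917, 813 and 707 in the 3 WT mice and 437, 651 and 667 in the 3 *Crlf2-/-* mice. This corresponds to 24.5 ± 2.57 FPKM (SD, n = 3) in WT and 17.2 ± 3.54 FPKM (SD, n = 3) in *Crlf2-/-* mice. The log2 fold change of *Crlf2* was -0.52 (standard error 0.17, adjusted p = 0.521 from limma with Benjamini-Hochberg adjustment). Every *Crlf2-/-* library lay below every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). Transcripts assigned to *Crlf2* were thus present in all 3 *Crlf2-/-* libraries, and values per gene do not show which exons they came from. Without *Crlf2-/-* replicate 1, which had the fewest, the log2 fold change was -0.34.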

To gain deeper insights, we collected the peri-infarcted and infarcted heart tissues from WT and *Crfl2^-/-^* mice on day 7 post-MI for RNA sequencing analysis (**Figure 8A**). The PCA analysis and co-expressed genes in WT and *Crlf2^-/-^* mice are presented in **Figures 8B, C**, while the correlation analysis is depicted in **Supplementary Figure S6A**. 

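Over the 500 most variable genes, the first principal component held 39.05% of the variance and the second held 22.19%. The 3 WT libraries lay at -7.19, -13.14 and -12.85 on the first component, and the 3 *Crlf2-/-* libraries lay at 4.55, 24.8 and 3.81. The groups were apart on the first component and overlapped on the second. With all 15520 tested genes in place of the 500, the first component held 29.44% and no longer separated the groups. The share moved most, to 99.45%, when only the 2 genes called different were used, which were chosen for that difference. Pearson's r between libraries, across these 15520 genes, which are not independent replicates, ranged from 0.9793 to 0.9863 within WT mice and from 0.9769 to 0.9811 within *Crlf2-/-* mice. Between the groups it ranged from 0.9714 to 0.9823, which overlapped the ranges within groups. A gene was counted as detected in a group when at least 1 fragment was present in any of its 3 libraries. By this rule 22416 genes were detected in both groups, 2110 in WT mice only and 2289 in *Crlf2-/-* mice only. When at least 1 fragment was required in every library of a group, 17541 genes were detected in both groups, 991 in WT mice only and 993 in *Crlf2-/-* mice only.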

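Of the 15520 genes tested between *Crlf2-/-* and WT hearts, 2 had an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 0.5 (limma on log2(FPKM + 0.1), Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1021 genes, which is 6.58% of those tested. The groups did not overlap for 11.7% of the genes tested, where chance gives 10% with 3 libraries against 3. The number of genes past both thresholds depended on single libraries. It ranged from 1 to 22 when each library was left out in turn, with 22 without WT replicate 3 and 1 without *Crlf2-/-* replicate 3. The alternative that moved it most was a negative binomial Wald test on the fragments, chosen after seeing the data, which called 187 genes.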

A comprehensive analysis revealed 172 DEGs with significance thresholds of an adjusted P value ≤ 0.05 and |log2(foldchange)| ≥ |0.5|. 

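Of the 2 genes past both thresholds, 1 was higher and 1 was lower in *Crlf2-/-* hearts. *Wdfy1* (ENSMUSG00000073643, minus strand of chromosome 1, from 79702262 to 79776143) rose from 2.32 ± 0.256 FPKM (SD, n = 3) in WT to 9.83 ± 0.355 FPKM (SD, n = 3) in *Crlf2-/-* mice. Its log2 fold change was 2.04 (standard error 0.12, adjusted p = 0.00146 from limma with Benjamini-Hochberg adjustment) and stayed between 1.96 and 2.09 with each library left out in turn. *Wdfy1* was on a list, written in advance, of genes that differ between C57BL/6 substrains. *Ighg2b* (ENSMUSG00000076613, minus strand of chromosome 12, from 113302965 to 113307933), an immunoglobulin heavy chain gene, fell from 2.50 ± 0.108 FPKM (SD, n = 3) to 0.152 ± 0.0915 FPKM (SD, n = 3). Its log2 fold change was -3.42 (standard error 0.27, adjusted p = 0.00856 from the same limma test). Immunoglobulin constant genes form a family of related sequences, so the authors' counting could have split fragments between them. The adjusted p of *Ighg2b* from limma ranged from 0.00132 to 0.0962 over the other settings that tested it, and only without *Crlf2-/-* replicate 3 was it above 0.05. It was not tested when at least 10 fragments were required in every library, since it had 5, 16 and 7 in the *Crlf2-/-* libraries. Among all genes with an unadjusted p under 0.05, 499 were higher and 522 were lower in *Crlf2-/-* mice.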

Notably, 92 of these genes were upregulated in *Crlf2^-/-^* mice compared with their WT counterparts, while 80 were downregulated, highlighting the distinct transcriptional profiles between the two groups (**Figure 8D**). GO and KEGG pathway analyses of downregulated genes revealed a reduction in T cell activation and TCR signaling in the infarcted hearts of *Crlf2^-/-^* mice (**Figures 8E, F**). Specifically, key genes involved in both T-cell activation and TCR signaling, including *Lck, Cd6, Icos, Hsph1, Cd3e, Ccl5, H2-Aa and Zbtb16*, were downregulated in *Crlf2^-/-^* mice (**Figures 8G, H**). 

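The GO and KEGG terms were not analysed here, and lists of marker genes and the mouse Reactome sets were tested in their place. The 14 genes of the T cell activation heat map (Fig. 8G), which the study picked from these libraries, had a median log2 fold change of -1.11 and were lower in *Crlf2-/-* mice in 14 of 14 cases (limma's camera test, adjusted p = 2.22e-24). Of 20 T cell markers outside that heat map, 18 were lower, with a median of -0.76 (camera, adjusted p = 5.57e-17). Camera was run with a preset correlation between genes of 0.01. With the rotation test fry, the adjusted p was 0.0109 for the Fig. 8G genes and 0.0198 for the other T cell markers. With the correlation estimated from the data it was 0.06 and 0.0889. Of the 522 lower genes with an unadjusted p under 0.05, 14 were among the 20 T cell markers outside Fig. 8G (Fisher's exact test, one-sided, p = 6.44e-17, against the 15520 genes tested). Fisher's test takes genes as independent, though all were measured in the same mice, so its p does not measure evidence across mice. Relative to the WT mean, the median of these 20 genes was -0.57, -1.01 and -0.85 in the 3 *Crlf2-/-* libraries and 0.14, 0.11 and -0.22 in the 3 WT libraries. The median of these 20 genes moved most with a pseudocount of 1, chosen for lists after seeing the data, to -0.30. The monocyte and macrophage list had a median of 0.13, the neutrophil list one of -0.06 (-0.058) and the B cell and lymph node list one of 0.05 (0.054). These 3 medians changed sign when single libraries were left out, to -0.004 without WT replicate 3, to 0.23 without WT replicate 1 and to -0.30 without *Crlf2-/-* replicate 1. The cardiomyocyte list had a median of -0.72 and the red blood cell list one of -1.29. Among 859 Reactome sets, 23 were lower and 10 were higher at an adjusted p of at most 0.05 with camera. The TCR signaling set of 52 genes had a median of -0.05 (camera, adjusted p = 0.0143). Its median ranged from -0.124 to -0.028 when single libraries were left out. Its adjusted p from camera was 0.0719 when at least 10 fragments were required in every library. The smaller set of 12 genes for phosphorylation of CD3 and TCR zeta chains had a median of -0.53 (camera, adjusted p = 2.63e-07). With fry 1 Reactome set was lower at an adjusted p of at most 0.05, and with an estimated correlation 0 were. At an unadjusted p under 0.05, 522 single genes were lower. From GO and KEGG analyses of the downregulated genes, the paper concludes that T cell activation and TCR signaling were reduced in infarcted hearts of *Crlf2-/-* mice.

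**Figure D1:**
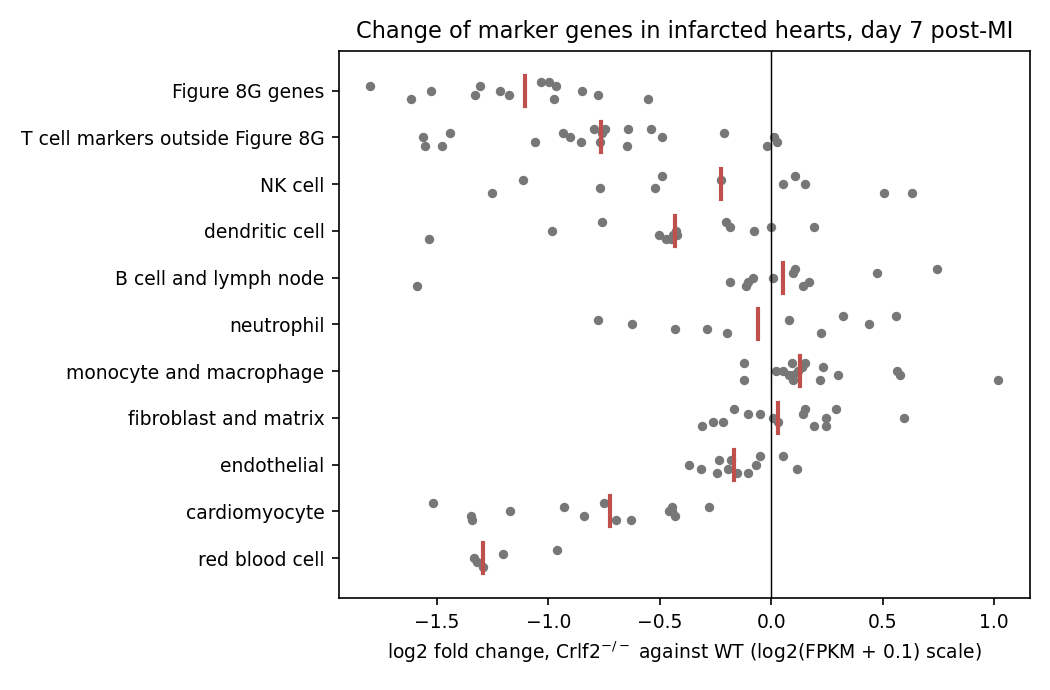
Log2 fold change of marker genes in *Crlf2-/-* against WT hearts on the log2(FPKM + 0.1) scale, with 1 grey point per gene and a red bar at each list's median. The 20 T cell markers outside Fig. 8G have a median of -0.76, the cardiomyocyte genes one of -0.72, and the monocyte and macrophage genes one of 0.13, which was -0.004 without WT replicate 3.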

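All 8 genes were lower in *Crlf2-/-* mice, with no overlap between the 3 WT and the 3 *Crlf2-/-* libraries (exact permutation test, two-sided, p = 0.1 for each gene, the smallest that 3 mice against 3 allow). *Zbtb16* (ENSMUSG00000066687, chromosome 9, from 48654297 to 48836222) changed most. It was 1.56 ± 0.238 FPKM (SD, n = 3) in WT and 0.385 ± 0.127 FPKM (SD, n = 3) in *Crlf2-/-* mice, a log2 fold change of -1.80 (standard error 0.24, adjusted p = 0.0851 from limma). *Cd3e* (ENSMUSG00000032093, chromosome 9, from 44998740 to 45009627) was 0.603 ± 0.124 FPKM (SD, n = 3) in WT and 0.185 ± 0.0858 FPKM (SD, n = 3) in *Crlf2-/-* mice, with a log2 fold change of -1.33. *Lck* (ENSMUSG00000000409, chromosome 4, from 129548344 to 129573641) was 2.49 ± 0.613 FPKM (SD, n = 3) in WT and 1.19 ± 0.276 FPKM (SD, n = 3) in *Crlf2-/-* mice (log2 fold change -0.996). The log2 fold change of *Icos* was -1.22, that of *Cd6* was -1.03, that of *Ccl5* was -0.85, that of *Hsph1* was -0.78 and that of *H2-Aa* was -0.55. *H2-Aa* was the most abundant, at 202 ± 28.2 FPKM (SD, n = 3) in WT and 138 ± 25.5 FPKM (SD, n = 3) in *Crlf2-/-* mice. Adjusted over all 15520 genes tested, the limma p-values of these genes ranged from 0.0851 to 0.486, so 0 of the 8 passed 0.05, while their unadjusted p-values ranged from 6.58e-05 to 0.011. Adjusted over the list alone, that is over the 14 genes of Fig. 8G, 8 of the 8 had a limma p of at most 0.011. The study chose this list on these samples, so that count is not independent evidence. In the negative binomial Wald test on the fragments, chosen after seeing the data, 7 of the 8 passed both thresholds. The values of *Cd3e* rest on 46, 65 and 52 fragments in WT and 24, 9 and 18 in *Crlf2-/-* libraries. Further genes of the heat map were lower too, with log2 fold changes of -0.97 for *Themis*, -1.18 for *Cd3d*, -1.30 for *Lax1*, -1.53 for *Lat* and -1.62 for *Cd8a*. *Cd4*, which was not among them, had 1.44 ± 0.3 FPKM (SD, n = 3) in WT and 1.46 ± 0.341 FPKM (SD, n = 3) in *Crlf2-/-* mice.

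**Figure D2:**
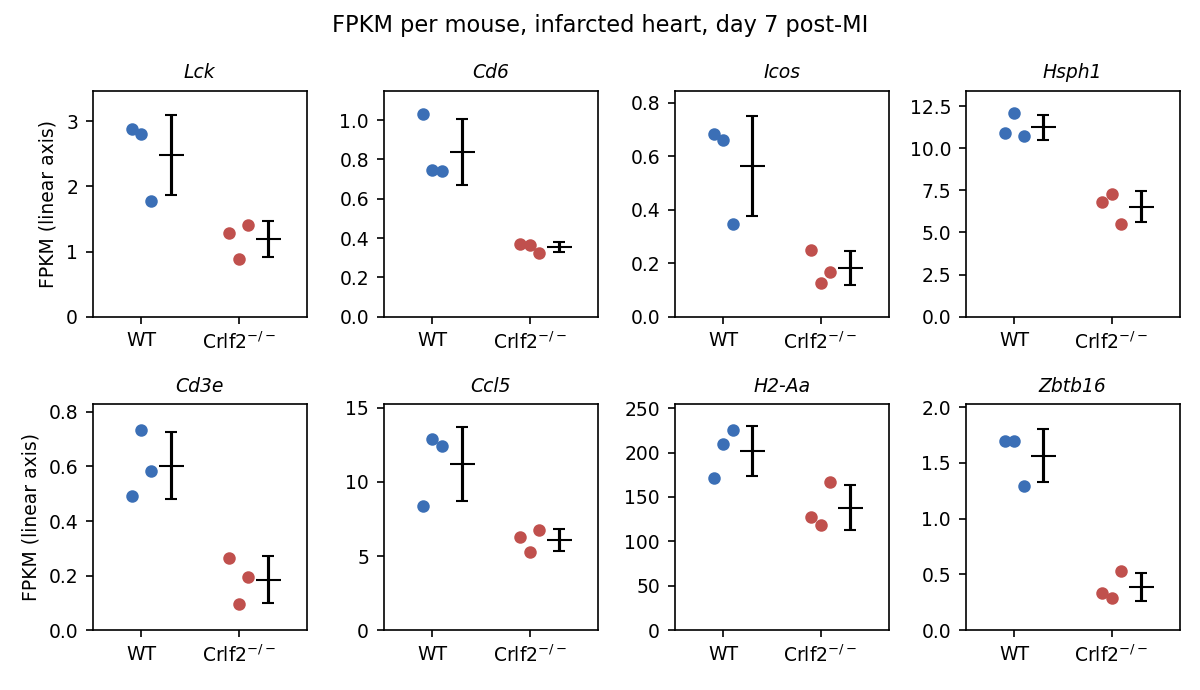
FPKM of the 8 genes on linear axes that start at 0, with 1 point per mouse, and the mean and SD of the 3 mice of each group in black. In each panel all 3 *Crlf2-/-* mice lie below all 3 WT mice; *Zbtb16* fell from a mean of 1.56 to 0.385 FPKM.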

GO and KEGG analyses of the upregulated genes in the infarcted heart of *Crlf2^-/-^* mice were presented in **Supplementary Figures S6B, C**.

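Among the 10 Reactome sets that were higher in *Crlf2-/-* hearts with camera at a preset correlation, the smallest p belonged to interferon gamma signaling, with 54 of 75 genes higher and a median log2 fold change of 0.16 (limma's camera test, adjusted p = 6.62e-09). The wider interferon signaling set had 69 of 104 genes higher and a median of 0.10 (camera, adjusted p = 1.2e-07). Cholesterol biosynthesis had 18 of 22 genes higher and a median of 0.22 (camera, adjusted p = 0.000163). With fry 0 sets and with an estimated correlation 0 sets were higher at this threshold, where 499 single genes were higher at an unadjusted p under 0.05. The interferon-induced genes *Oasl2*, *Ifih1* and *Slfn1*, chosen after their values were seen, had log2 fold changes of 1.07, 0.90 and 1.57. Their adjusted p-values over all genes tested were 0.132, 0.132 and 0.0778 (limma, Benjamini-Hochberg adjustment). Among the limma settings, *Ifih1* passed both thresholds only without WT replicate 3. In the negative binomial Wald test on the fragments, each of these genes passed them. *Oasl2* lies on chromosome 5, as *Crlf2* does.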

**Figure 8:**
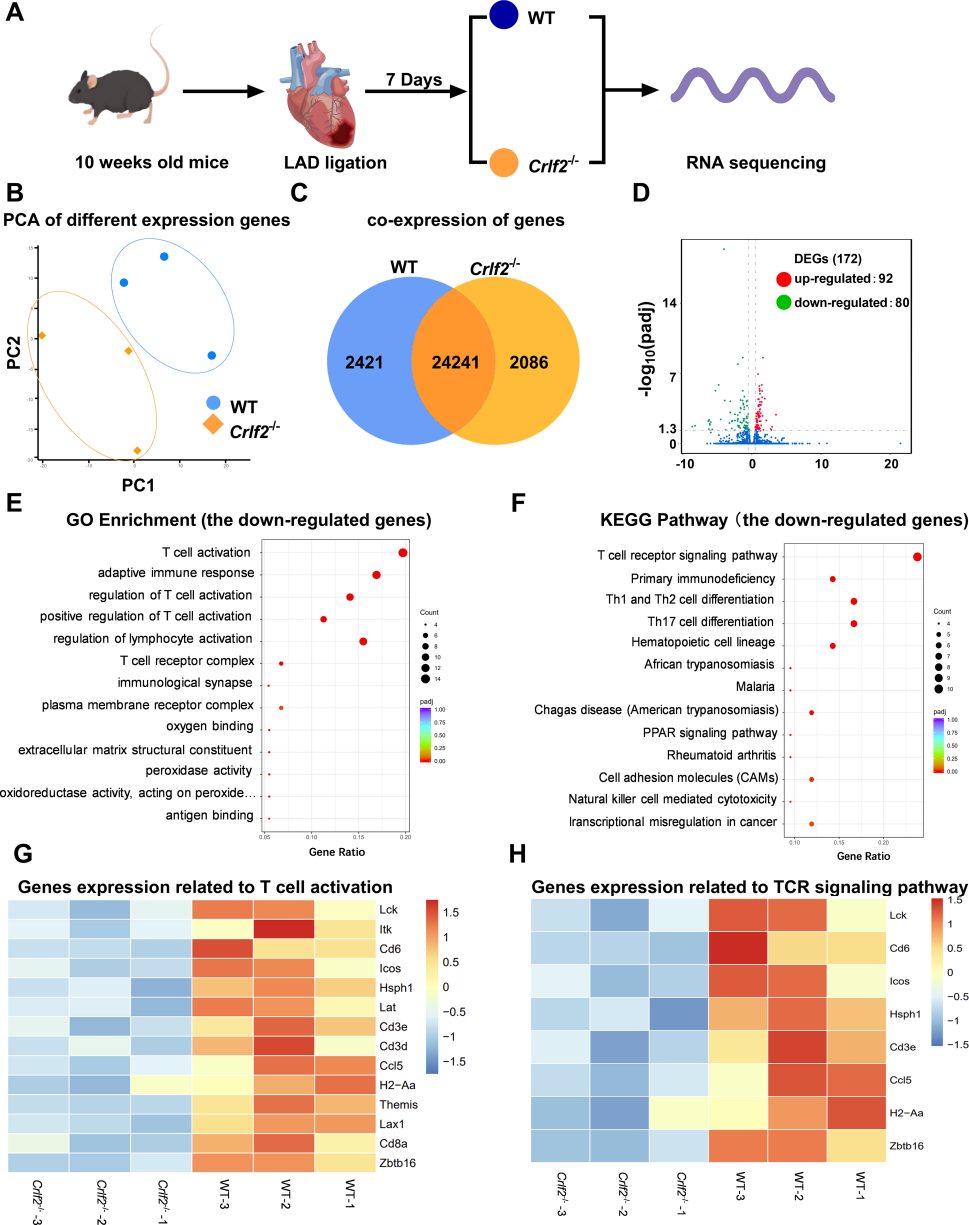
Bulk RNA sequencing was performed on heart tissues from mice subjected to left anterior descending artery (LAD) ligation. **(A)** Experimental design: on day 7 post-MI, the peri-infarcted and infarcted heart tissues were collected from wild-type (WT) and cytokine receptor like factor 2 (*Crlf2*)^-/-^ mice (n = 3 per group). **(B)** Principal component analysis (PCA) was conducted on the two groups. **(C)** Venn diagram representation of the sum of co-expressed genes in WT and *Crlf2^-/-^* mice. **(D)** A volcano plot displaying differentially expressed up- and down-regulated genes between WT and *Crlf2^-/-^* mice. **(E, F)** Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses of downregulated genes. **(G, H)** Heat maps illustrating the gene expression patterns associated with T-cell activation in GO enrichment and with TCR signaling pathway in KEGG pathway analysis.

**Figure 9:**
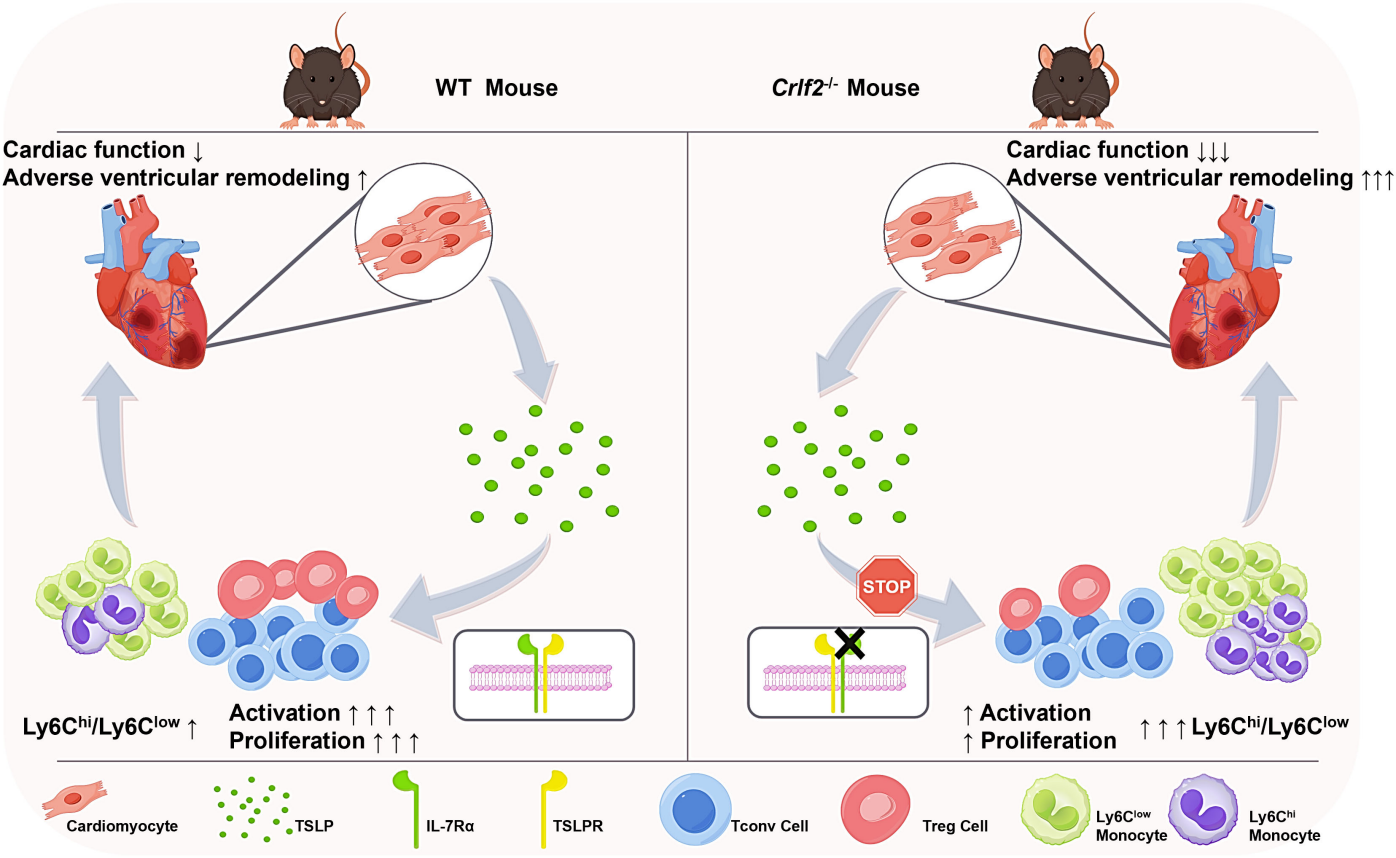
TSLP regulates immune cell response and facilitates cardiac repair after MI. TSLP expression is increased in infarcted hearts and originates primarily from cardiomyocytes in the infarct border zone. Compared to WT mice, *Crlf2* ^-/-^ mice exhibited reduced survival rates, impaired cardiac function, and increased adverse ventricular remodeling after MI. Meanwhile, the absence of TSLP-TLSPR signaling results in decreased CD4^+^ T-cell activation and proliferation, reduced Treg cell number and a lower Treg/Tconv ratio, but increased myeloid cell infiltration and a higher Ly6C^high^/Ly6C^low^ monocyte ratio.

## 4 Discussion

TSLP is a cytokine that responds to external and internal danger signals and occupies a pivotal position at the forefront of the inflammatory cascade (46). Its biological functions are pleiotropic, encompassing roles in the development, differentiation, and maintenance of immune homeostasis. In addition, TSLP contributes to the occurrence and development of various types of diseases, such as asthma, variant dermatitis, inflammatory bowel disease, and breast cancer (47–49). Despite its wide-ranging effects, the impact of TSLP on ventricular remodeling after MI has not been fully explored. In our study, we identified that TSLP was upregulated after MI. Utilizing *Crlf2^-/-^* mice, which lack TSLP/TSLPR signaling *in vivo*, we found that TSLP regulated CD4^+^ T cell activation and proliferation with a greater impact on Treg cells than on conventional T cells, thereby playing an essential role in post-MI cardiac repair.

TSLP is predominantly expressed by epithelial cells and keratinocytes (50), specifically including the epithelial cells of Hassall bodies in the human thymus (23). In pathological states, additional cell types such as mast cells, fibroblasts, dendritic cells, trophoblasts, and hepatocytes secrete TSLP (51–55). In our study, TSLP was primarily produced by myocardial cells located in the infarct border zone of mice, reaching a significant elevation on day 7 post-infarction. Recent investigations have shown that patients with acute MI exhibit higher plasma TSLP levels than those with unstable angina (29), suggesting that TSLP may trigger cardiac-specific responses in mice through autocrine or paracrine mechanisms, and systemic inflammatory responses in humans through an endocrine mechanism. Numerous effector cytokines, such as IL-1β, IL-6, and IL-10 (56) are involved in the healing process after MI, exerting direct or indirect effects. Similarly, these cytokines can induce, enhance, or inhibit TSLP production. For example, IL-1β and tumor necrosis factor-α activate nuclear factor kappa B in human airway epithelial cells, leading to TSLP production (57). Nevertheless, how MI increases TSLP secretion by myocardial cells remains unclear.

TSLP, through a heterodimer receptor consisting of TSLPR and IL-7Rα, sequentially activates intracellular Janus kinase 1/2 and signal transducer and activator of transcription 5, ultimately promoting the transcription of target genes, including those encoding IL-4/IL-13 (58). TSLPR, as a unique functional receptor of TSLP, is expressed across a range of immune cells, such as DCs, monocytes/macrophages, basophils/eosinophils, CD4^+^ T cells, CD8^+^ T cells, NK cells, and mast cells (52, 57, 59–62). Moreover, certain parenchymal cells, like human airway smooth muscle cells and tracheal fibroblasts, not only secrete TSLP but also express TSLPR, potentially amplifying the effects of TSLP (53, 63). TSLPR expression varies across different cell subpopulations and organs, with distinct expression patterns even within a single cell group depending on their resting or activated state (64). Our research revealed that after MI, TSLPR is predominantly expressed on the surface of DCs, CD4^+^T cells, and Treg cells in the myocardium. This suggests that TSLP may regulate post-infarction inflammatory responses by acting on these immune cells via paracrine or endocrine mechanisms.

Our study focused on the impact of the TSLP/TSLPR signaling pathway on the local infiltration of immune cells after MI. Consistent with previous reports (65), our findings indicated that the absence of TSLP/TSLPR signaling had no effect on the number of lymphocytes in mice at baseline levels. Following MI, neutrophils are initially recruited and reach their peak within 1-3 days; pro-inflammatory Ly6C^hi^ monocytes exhibit a peak on day 3, while, anti-inflammatory Ly6C^low^ monocytes (66), along with T and B lymphocytes show their peak on day 7 (67). Based on this observation, we investigated the impact of TSLP on immune cell infiltration in the infarcted heart on both day 3 and day 7 after MI.

Compared with WT mice, changes in the infiltration of various immune cells in the hearts of *Crlf2^-/-^* mice mainly occurred on day 7 post-MI, coinciding with a local increase in TSLP levels in the heart. In previous studies, the main immune cell subset responsive to TSLP was bone marrow-derived DCs. TSLP-activated CD11c^+^ DCs are crucial for maintaining CD4^+^ T cell homeostasis. Triggering the self-peptide MHC can induce the proliferation of immature CD4^+^ T cells, producing polyclonal T cells with a central memory phenotype and function (68). In the context of allergic diseases like asthma or atopic dermatitis, TSLP secreted by epithelial cells stimulates DCs in an antigen-specific manner, increasing the expression of surface co-stimulatory molecules such as CD80 and CD86, and inducing inflammatory helper T (Th)-2 cell polarization through OX40/OX40L interaction with immature CD4^+^ T cells, secreting cytokines such as IL-4 and IL-13. In addition, TSLP is involved in the maintenance and polarization of chronic Th2 inflammation and CRTH2^+^ Th2 effector memory cells (69, 70). DCs can also generate TSLP under certain conditions, forming a positive feedback loop (71). Some studies have also shown that during the adaptive immune process, TSLP can directly bind to TSLPR on CD4^+^ T cells in the mouse spleen and lymph nodes, thereby inducing and amplifying Th2 type inflammation (72–74).

In a series of studies, DCs have been observed to improve myocardial remodeling and cardiac function after MI by regulating the polarization of Treg cells. This type of DC possesses a certain degree of tolerance, characterized by low expression of CD40 and the costimulatory molecules CD80 and CD86 (75, 76). Meanwhile, day 7 post-MI is the peak of lymphocyte infiltration, and CD4^+^T cells consist primarily of two functionally opposing subgroups: pro-inflammatory Th1 cells that produce interferon-γ and Treg cells that support cardiac healing. Our research findings indicate a decline in the number of Treg cells on day 7 post-MI, further emphasizing the pivotal role of Treg cells in cardiac healing. Further investigation is needed to determine whether reduced DCs number is involved in the reduction of cardiac infiltrating Treg cells.

Treg cells not only facilitate cardiac healing by secreting IL-10, TGF-β, insulin-like growth factor 2, etc., but also suppress the pro-inflammatory differentiation of monocytes following MI, resulting in the downregulation of pro-inflammatory genes such as IFN-γ expression (77, 78). Previous studies have reported that in viral myocarditis, adoptive transfer of Treg cells can protect the heart from inflammatory damage and fibrosis by modulating the balance between Ly6C^high^ and Ly6C^low^ monocytes (79). Our results suggest a disruption of the balance between Ly6C^hi^ and Ly6C^low^ monocytes in *Crlf2^-/-^* mice after MI. Nevertheless, the mechanism by which TSLP mediates its effects on monocytes, either directly or indirectly via Treg cells, has not been elucidated.

According to some research reports, the activation and proliferation of CD4^+^ T cells induced by MI facilitate collagen deposition, which is crucial for preventing heart rupture and promoting wound healing (80). Nevertheless, the continuous activation of CD4^+^ T cells and excessive expansion of dysfunctional Treg cells also increase the risk of residual inflammation, aggravating adverse ventricular remodeling in chronic ischemic heart failure (81, 82). Our results suggest that TSLP/TSLPR signaling plays a significant role in the expansion and activation of CD4^+^ T cells including Treg cells and Tconv cells after MI, with a greater impact on Treg cells than Tconv cells. Consistent with these findings, RNA sequencing analysis of cardiac tissue from both groups of mice at day 7 post-MI suggested that the downregulated genes in the *Crlf2* ^-/-^ mice were primarily associated with T cell activation and the TCR signaling pathway.

In summary, our investigation underscores the cardioprotective effects of TSLP in modulating CD4^+^ T-cell response after MI, deepening our understanding of its role in cardiac repair. Our findings suggest that TSLP may play a pivotal immunomodulatory role in post-MI heart failure, hinting at its potential as a therapeutic option for patients.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE265931 (GEO).

## Gloassary

α-SMA: Alpha smooth muscle actin
BW: Body weight
cDNA: Complementary DNA
Crlf2: Cytokine receptor life factor 2
DAPI: 4′:6-diamidino-2-phenylindole
DC: Dendritic cell
Foxp3: Forkhead box P3
FPKM: Fragments per kilobase of the exon model per million mapped fragments
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GO: Gene Ontology
HW: Heart weight
IL: Interleukin
IL-7Rα: IL-7 receptor α
KEGG: Kyoto Encyclopedia of Genes and Genomes
LAD: Left anterior descending artery
LVEF: Left Ventricular Ejection Fraction
LVEDV: Left Ventricular End-Diastolic Volume
LVESV: Left Ventricular End Systolic Volume
LW: Lung weight
MFI: Mean fluorescence intensity
MHC: Major histocompatibility complex
MI: Myocardial infarction
MLNs: Mediastinal lymph nodes
MYHCA: Myosin heavy chain α
NK: Natural killer
PCA: Principal component analysis
SEM: Standard error of the mean
Tconv: Conventional T cell
TCR: T cell receptor
Th: Helper T cell
Treg: Regulatory T cell
TSLP: Thymic stromal lymphopoietin
TSLPR: Thymic stromal lymphopoietin receptor
TTC: 2,3,5-Triphenyl tetrazolium chloride
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick-end labeling
WT: Wild-type

## References

[1] TsaoCWAdayAWAlmarzooqZIAndersonCAroraPAveryCL. Heart disease and stroke statistics-2023 update: A report from the American heart association. Circulation. (2023) 147:e93–e621. doi: 10.1161/CIR.0000000000001123 36695182 PMC12135016

[2] TownsendNKazakiewiczDLucyWFTimmisAHuculeciRTorbicaA. Epidemiology of cardiovascular disease in Europe. Nat Rev Cardiol. (2022) 19:133–43. doi: 10.1038/s41569-021-00607-3 34497402

[3] LiSLiuZJosephPHuBYinLTseLA. Modifiable risk factors associated with cardiovascular disease and mortality in China: a PURE substudy. Eur Heart J. (2022) 43:2852–63. doi: 10.1093/eurheartj/ehac268 35731140

[4] BhattDLLopesRDHarringtonRA. Diagnosis and treatment of acute coronary syndromes: A review. JAMA. (2022) 327:662–75. doi: 10.1001/jama.2022.0358 35166796

[5] ChristensenDMSchjerningAMSmedegaardLCharlotMGRavnPBRuwaldAC. Long-term mortality, cardiovascular events, and bleeding in stable patients 1 year after myocardial infarction: a Danish nationwide study. Eur Heart J. (2023) 44:488–98. doi: 10.1093/eurheartj/ehac667 PMC990215436433809

[6] VermaSFedakPWWeiselRDButanyJRaoVMaitlandA. Fundamentals of reperfusion injury for the clinical cardiologist. Circulation. (2002) 105:2332–6. doi: 10.1161/01.cir.0000016602.96363.36 12021216

[7] YusufSJosephPRangarajanSIslamSMenteAHystadP. Modifiable risk factors, cardiovascular disease, and mortality in 155 722 individuals from 21 high-income, middle-income, and low-income countries (PURE): a prospective cohort study. Lancet. (2020) 395:795–808. doi: 10.1016/S0140-6736(19)32008-2 31492503 PMC8006904

[8] VogelBClaessenBEArnoldSVChanDCohenDJGiannitsisE. ST-segment elevation myocardial infarction. Nat Rev Dis Primers. (2019) 5:39. doi: 10.1038/s41572-019-0090-3 31171787

[9] GerberYWestonSAEnriquez-SaranoMManemannSMChamberlainAMJiangR. Atherosclerotic burden and heart failure after myocardial infarction. JAMA Cardiol. (2016) 1:156–62. doi: 10.1001/jamacardio.2016.0074 PMC495765127437886

[10] VelagaletiRSPencinaMJMurabitoJMWangTJParikhNID'AgostinoRB. Long-term trends in the incidence of heart failure after myocardial infarction. Circulation. (2008) 118:2057–62. doi: 10.1161/CIRCULATIONAHA.108.784215 PMC272971218955667

[11] SoumelisVRechePAKanzlerHYuanWEdwardGHomeyB. Human epithelial cells trigger dendritic cell mediated allergic inflammation by producing TSLP. Nat Immunol. (2002) 3:673–80. doi: 10.1038/ni805 12055625

[12] PandeyAOzakiKBaumannHLevinSDPuelAFarrAG. Cloning of a receptor subunit required for signaling by thymic stromal lymphopoietin. Nat Immunol. (2000) 1:59–64. doi: 10.1038/76923 10881176

[13] CorrenJZieglerSF. TSLP: from allergy to cancer. Nat Immunol. (2019) 20:1603–9. doi: 10.1038/s41590-019-0524-9 31745338

[14] FriendSLHosierSNelsonAFoxwortheDWilliamsDEFarrA. A thymic stromal cell line supports in *vitro* development of surface IgM+ B cells and produces a novel growth factor affecting B and T lineage cells. Exp Hematol. (1994) 22:321–8.8112430

[15] VerstraeteKPeelmanFBraunHLopezJVan RompaeyDDansercoerA. Structure and antagonism of the receptor complex mediated by human TSLP in allergy and asthma. Nat Commun. (2017) 8:14937. doi: 10.1038/ncomms14937 28368013 PMC5382266

[16] WestEESpolskiRKazemianMYuZXKemperCLeonardWJ. A TSLP-complement axis mediates neutrophil killing of methicillin-resistant Staphylococcus aureus. Sci Immunol. (2016) 1. doi: 10.1126/sciimmunol.aaf8471 PMC853000628783679

[17] RobertsKGLiYPayne-TurnerDHarveyRCYangYLPeiD. Targetable kinase-activating lesions in Ph-like acute lymphoblastic leukemia. N Engl J Med. (2014) 371:1005–15. doi: 10.1056/NEJMoa1403088 PMC419190025207766

[18] ChoaRTohyamaJWadaSMengHHuJOkumuraM. Thymic stromal lymphopoietin induces adipose loss through sebum hypersecretion. Science. (2021) 373. doi: 10.1126/science.abd2893 PMC891782334326208

[19] Tahaghoghi-HajghorbaniSAjamiAGhorbanalipoorSHosseini-KhahZTaghilooSKhaje-EnayatiP. Protective effect of TSLP and IL-33 cytokines in ulcerative colitis. Auto Immun Highlights. (2019) 10:1. doi: 10.1186/s13317-019-0110-z 30868311 PMC6416230

[20] ItoTWangYHDuramadOHoriTDelespesseGJWatanabeN. TSLP-activated dendritic cells induce an inflammatory T helper type 2 cell response through OX40 ligand. J Exp Med. (2005) 202:1213–23. doi: 10.1084/jem.20051135 PMC221323416275760

[21] KimBSSiracusaMCSaenzSANotiMMonticelliLASonnenbergGF. TSLP elicits IL-33-independent innate lymphoid cell responses to promote skin inflammation. Sci Transl Med. (2013) 5:170ra16. doi: 10.1126/scitranslmed.3005374 PMC363766123363980

[22] HoySM. Tezepelumab: first approval. Drugs. (2022) 82:461–8. doi: 10.1007/s40265-022-01679-2 35184265

[23] WangYWatanabeNLiuYLeeHKCaoWWangY. Hassall's corpuscles instruct dendritic cells to induce CD4 + CD25 + regulatory T cells in human thymus. Nature. (2005) 436:1181–5. doi: 10.1038/nature03886 16121185

[24] LeichnerTMSatakeAHarrisonVSTanakaYArchambaultASKimBS. Skin-derived TSLP systemically expands regulatory T cells. J Autoimmun. (2017) 79:39–52. doi: 10.1016/j.jaut.2017.01.003 28126203 PMC5386815

[25] KashiwagiMHosoiJLaiJFBrissetteJZieglerSFMorganBA. Direct control of regulatory T cells by keratinocytes. Nat Immunol. (2017) 18:334–43. doi: 10.1038/ni.3661 PMC531098628092372

[26] FrangogiannisNG. The inflammatory response in myocardial injury, repair, and remodelling. Nat Rev Cardiol. (2014) 11:255–65. doi: 10.1038/nrcardio.2014.28 PMC440714424663091

[27] AbbateAToldoSMarchettiCKronJVan TassellBWDinarelloCA. Interleukin-1 and the inflammasome as therapeutic targets in cardiovascular disease. Circ Res. (2020) 126:1260–80. doi: 10.1161/CIRCRESAHA.120.315937 PMC876062832324502

[28] PrabhuSDFrangogiannisNG. The biological basis for cardiac repair after myocardial infarction: from inflammation to fibrosis. Circ Res. (2016) 119:91–112. doi: 10.1161/CIRCRESAHA.116.303577 27340270 PMC4922528

[29] ZhaoYZhangYGuoZMaZLiuYHanC. Elevated plasma thymic stromal lymphopoietin after acute myocardial infarction. Front Cardiovasc Med. (2022) 9:685677. doi: 10.3389/fcvm.2022.685677 35321112 PMC8936131

[30] GaoELeiYHShangXHuangZMZuoLBoucherM. A novel and efficient model of coronary artery ligation and myocardial infarction in the mouse. Circ Res. (2010) 107:1445–53. doi: 10.1161/CIRCRESAHA.110.223925 PMC300581720966393

[31] XiaNLuYGuMLiNLiuMJiaoJ. A unique population of regulatory T cells in heart potentiates cardiac protection from myocardial infarction. Circulation. (2020) 142:1956–73. doi: 10.1161/CIRCULATIONAHA.120.046789 32985264

[32] BellRMMocanuMMYellonDM. Retrograde heart perfusion: the Langendorff technique of isolated heart perfusion. J Mol Cell Cardiol. (2011) 50:940–50. doi: 10.1016/j.yjmcc.2011.02.018 21385587

[33] TakagawaJZhangYWongMLSieversREKapasiNKWangY. Myocardial infarct size measurement in the mouse chronic infarction model: comparison of area- and length-based approaches. J Appl Physiol (1985). (2007) . 102:2104–11. doi: 10.1152/japplphysiol.00033.2007 PMC267569717347379

[34] JiaoJHeSWangYLuYGuMLiD. Regulatory B cells improve ventricular remodeling after myocardial infarction by modulating monocyte migration. Basic Res Cardiol. (2021) 116:46. doi: 10.1007/s00395-021-00886-4 34302556 PMC8310480

[35] TangTTLiYYLiJJWangKHanYDongWY. Liver-heart crosstalk controls IL-22 activity in cardiac protection after myocardial infarction. Theranostics. (2018) 8:4552–62. doi: 10.7150/thno.24723 PMC613493530214638

[36] TangXWangPZhangRWatanabeIChangEVinayachandranV. KLF2 regulates neutrophil activation and thrombosis in cardiac hypertrophy and heart failure progression. J Clin Invest. (2022) 132. doi: 10.1172/JCI147191 PMC880333934793333

[37] HeinenARaupachABehmenburgFHolscherNFlogelUKelmM. Echocardiographic analysis of cardiac function after infarction in mice: validation of single-plane long-axis view measurements and the Bi-Plane Simpson method. Ultrasound Med Biol. (2018) 44:1544–55. doi: 10.1016/j.ultrasmedbio.2018.03.020 29706407

[38] HammadHLambrechtBN. Barrier epithelial cells and the control of type 2 immunity. Immunity. (2015) 43:29–40. doi: 10.1016/j.immuni.2015.07.007 26200011

[39] HiroseKIwataATamachiTNakajimaH. Allergic airway inflammation: key players beyond the Th2 cell pathway. Immunol Rev. (2017) 278:145–61. doi: 10.1111/imr.12540 28658544

[40] RoanFBellBDStoklasekTAKitajimaMHanHZieglerSF. The multiple facets of thymic stromal lymphopoietin (TSLP) during allergic inflammation and beyond. J Leukoc Biol. (2012) 91:877–86. doi: 10.1189/jlb.1211622 PMC336047322442496

[41] RoanFObata-NinomiyaKZieglerSF. Epithelial cell-derived cytokines: more than just signaling the alarm. J Clin Invest. (2019) 129:1441–51. doi: 10.1172/JCI124606 PMC643687930932910

[42] FrangogiannisNG. The extracellular matrix in myocardial injury, repair, and remodeling. J Clin Invest. (2017) 127:1600–12. doi: 10.1172/JCI87491 PMC540979928459429

[43] FrantzSHundertmarkMJSchulz-MengerJBengelFMBauersachsJ. Left ventricular remodelling post-myocardial infarction: pathophysiology, imaging, and novel therapies. Eur Heart J. (2022) 43:2549–61. doi: 10.1093/eurheartj/ehac223 PMC933658635511857

[44] Silvestre-RoigCBrasterQOrtega-GomezASoehnleinO. Neutrophils as regulators of cardiovascular inflammation. Nat Rev Cardiol. (2020) 17:327–40. doi: 10.1038/s41569-019-0326-7 31996800

[45] LawlerPRBhattDLGodoyLCLuscherTFBonowROVermaS. Targeting cardiovascular inflammation: next steps in clinical translation. Eur Heart J. (2021) 42:113–31. doi: 10.1093/eurheartj/ehaa099 32176778

[46] GauvreauGMBergeronCBouletLPCockcroftDWCoteADavisBE. Sounding the alarmins-The role of alarmin cytokines in asthma. Allergy. (2023) 78:402–17. doi: 10.1111/all.15609 PMC1010833336463491

[47] MateraMGRoglianiPCalzettaLCazzolaM. TSLP inhibitors for asthma: current status and future prospects. Drugs. (2020) 80:449–58. doi: 10.1007/s40265-020-01273-4 32078149

[48] ParkJHJeongDYPeyrin-BirouletLEisenhutMShinJI. Insight into the role of TSLP in inflammatory bowel diseases. Autoimmun Rev. (2017) 16:55–63. doi: 10.1016/j.autrev.2016.09.014 27697608

[49] StanberyAGShuchiSJakobVMTaitWEZieglerSF. TSLP, IL-33, and IL-25: Not just for allergy and helminth infection. J Allergy Clin Immunol. (2022) 150:1302–13. doi: 10.1016/j.jaci.2022.07.003 PMC974233935863509

[50] SimsJEWilliamsDEMorrisseyPJGarkaKFoxwortheDPriceV. Molecular cloning and biological characterization of a novel murine lymphoid growth factor. J Exp Med. (2000) 192:671–80. doi: 10.1084/jem.192.5.671 PMC219327310974033

[51] NagarkarDRPoposkiJAComeauMRBiyashevaAAvilaPCSchleimerRP. Airway epithelial cells activate TH2 cytokine production in mast cells through IL-1 and thymic stromal lymphopoietin. J Allergy Clin Immunol. (2012) 130:225–32.e4. doi: 10.1016/j.jaci.2012.04.019 22633328 PMC3387295

[52] GuoPFDuMRWuHXLinYJinLPLiDJ. Thymic stromal lymphopoietin from trophoblasts induces dendritic cell-mediated regulatory TH2 bias in the decidua during early gestation in humans. Blood. (2010) 116:2061–9. doi: 10.1182/blood-2009-11-252940 20538796

[53] SmelterDFSathishVThompsonMAPabelickCMVassalloRPrakashYS. Thymic stromal lymphopoietin in cigarette smoke-exposed human airway smooth muscle. J Immunol. (2010) 185:3035–40. doi: 10.4049/jimmunol.1000252 PMC368151420660708

[54] KashyapMRochmanYSpolskiRSamselLLeonardWJ. Thymic stromal lymphopoietin is produced by dendritic cells. J Immunol. (2011) 187:1207–11. doi: 10.4049/jimmunol.1100355 PMC314060021690322

[55] LiSYiZDengMScottMJYangCLiW. TSLP protects against liver I/R injury via activation of the PI3K/Akt pathway. JCI Insight. (2019) 4:e129013. doi: 10.1172/jci.insight.129013 31723054 PMC6948857

[56] MatterMAPaneniFLibbyPFrantzSStahliBETemplinC. Inflammation in acute myocardial infarction: the good, the bad and the ugly. Eur Heart J. (2024) 45:89–103. doi: 10.1093/eurheartj/ehad486 37587550 PMC10771378

[57] AllakhverdiZComeauMRJessupHKYoonBRBrewerAChartierS. Thymic stromal lymphopoietin is released by human epithelial cells in response to microbes, trauma, or inflammation and potently activates mast cells. J Exp Med. (2007) 204:253–8. doi: 10.1084/jem.20062211 PMC211873217242164

[58] Ebina-ShibuyaRLeonardWJ. Role of thymic stromal lymphopoietin in allergy and beyond. Nat Rev Immunol. (2023) 23:24–37. doi: 10.1038/s41577-022-00735-y 35650271 PMC9157039

[59] ZhouBComeauMRDe SmedtTLiggittHDDahlMELewisDB. Thymic stromal lymphopoietin as a key initiator of allergic airway inflammation in mice. Nat Immunol. (2005) 6:1047–53. doi: 10.1038/ni1247 16142237

[60] WongCKHuSCheungPFLamCW. Thymic stromal lymphopoietin induces chemotactic and prosurvival effects in eosinophils: implications in allergic inflammation. Am J Respir Cell Mol Biol. (2010) 43:305–15. doi: 10.1165/rcmb.2009-0168OC 19843704

[61] RochmanYLeonardWJ. The role of thymic stromal lymphopoietin in CD8+ T cell homeostasis. J Immunol. (2008) 181:7699–705. doi: 10.4049/jimmunol.181.11.7699 PMC273522419017958

[62] TatsunoKFujiyamaTYamaguchiHWakiMTokuraY. TSLP directly interacts with skin-homing Th2 cells highly expressing its receptor to enhance IL-4 production in atopic dermatitis. J Invest Dermatol. (2015) 135:3017–24. doi: 10.1038/jid.2015.318 26288354

[63] SemlaliAJacquesEKoussihLGounniASChakirJ. Thymic stromal lymphopoietin-induced human asthmatic airway epithelial cell proliferation through an IL-13-dependent pathway. J Allergy Clin Immunol. (2010) 125:844–50. doi: 10.1016/j.jaci.2010.01.044 20236697

[64] DomeierPPRahmanZZieglerSF. B cell- and T cell-intrinsic regulation of germinal centers by thymic stromal lymphopoietin signaling. Sci Immunol. (2023) 8:eadd9413. doi: 10.1126/sciimmunol.add9413 36608149 PMC10162646

[65] Al-ShamiASpolskiRKellyJFryTSchwartzbergPLPandeyA. A role for thymic stromal lymphopoietin in CD4(+) T cell development. J Exp Med. (2004) 200:159–68. doi: 10.1084/jem.20031975 PMC221202015263024

[66] OngSBHernandez-ResendizSCrespo-AvilanGEMukhametshinaRTKwekXYCabrera-FuentesHA. Inflammation following acute myocardial infarction: Multiple players, dynamic roles, and novel therapeutic opportunities. Pharmacol Ther. (2018) 186:73–87. doi: 10.1016/j.pharmthera.2018.01.001 29330085 PMC5981007

[67] ZhangRCochranBJThomasSRRyeKA. Impact of reperfusion on temporal immune cell dynamics after myocardial infarction. J Am Heart Assoc. (2023) 12:e027600. doi: 10.1161/JAHA.122.027600 36789837 PMC10111498

[68] WatanabeNHanabuchiSSoumelisVYuanWHoSde WaalMR. Human thymic stromal lymphopoietin promotes dendritic cell-mediated CD4+ T cell homeostatic expansion. Nat Immunol. (2004) 5:426–34. doi: 10.1038/ni1048 14991051

[69] ItoTLiuYJArimaK. Cellular and molecular mechanisms of TSLP function in human allergic disorders–TSLP programs the "Th2 code" in dendritic cells. Allergol Int. (2012) 61:35–43. doi: 10.2332/allergolint.11-RAI-0376 22189594 PMC3660852

[70] WangYHItoTWangYHHomeyBWatanabeNMartinR. Maintenance and polarization of human TH2 central memory T cells by thymic stromal lymphopoietin-activated dendritic cells. Immunity. (2006) 24:827–38. doi: 10.1016/j.immuni.2006.03.019 16782037

[71] HanFGuoHWangLZhangYSunLDaiC. TSLP produced by aspergillus fumigatus-stimulated DCs promotes a Th17 response through the JAK/STAT signaling pathway in fungal keratitis. Invest Ophthalmol Vis Sci. (2020) 61:24. doi: 10.1167/iovs.61.14.24 PMC775761333346778

[72] OchiaiSJagotFKyleRLHydeEWhiteRFProutM. Thymic stromal lymphopoietin drives the development of IL-13(+) Th2 cells. Proc Natl Acad Sci U.S.A. (2018) 115:1033–8. doi: 10.1073/pnas.1714348115 PMC579834729339496

[73] KabataHFlamarALMahlakoivTMoriyamaSRodewaldHRZieglerSF. Targeted deletion of the TSLP receptor reveals cellular mechanisms that promote type 2 airway inflammation. Mucosal Immunol. (2020) 13:626–36. doi: 10.1038/s41385-020-0266-x PMC731132432066836

[74] HeROyoshiMKGaribyanLKumarLZieglerSFGehaRS. TSLP acts on infiltrating effector T cells to drive allergic skin inflammation. Proc Natl Acad Sci U.S.A. (2008) 105:11875–80. doi: 10.1073/pnas.0801532105 PMC257529118711124

[75] ChooEHLeeJHParkEHParkHEJungNCKimTH. Infarcted myocardium-primed dendritic cells improve remodeling and cardiac function after myocardial infarction by modulating the regulatory T cell and macrophage polarization. Circulation. (2017) 135:1444–57. doi: 10.1161/CIRCULATIONAHA.116.023106 28174192

[76] ZhuRSunHYuKZhongYShiHWeiY. Interleukin-37 and dendritic cells treated with interleukin-37 plus troponin I ameliorate cardiac remodeling after myocardial infarction. J Am Heart Assoc. (2016) 5:e004606. doi: 10.1161/JAHA.116.004406 PMC521043627919929

[77] GladowNHollmannCWeiratherJDingXBurkardMUehleinS. Role of CD4(+) T-cells for regulating splenic myelopoiesis and monocyte differentiation after experimental myocardial infarction. Basic Res Cardiol. (2024) 119:261–75. doi: 10.1007/s00395-024-01035-3 PMC1100807338436707

[78] WangYDembowskyKChevalierEStuvePKorf-KlingebielMLochnerM. C-X-C motif chemokine receptor 4 blockade promotes tissue repair after myocardial infarction by enhancing regulatory T cell mobilization and immune-regulatory function. Circulation. (2019) 139:1798–812. doi: 10.1161/CIRCULATIONAHA.118.036053 PMC646756130696265

[79] PappritzKSavvatisKMitevaKKerimBDongFFechnerH. Immunomodulation by adoptive regulatory T-cell transfer improves Coxsackievirus B3-induced myocarditis. FASEB J. (2018) 32, 6066–78. doi: 10.1096/fj.201701408R 29863913

[80] HofmannUBeyersdorfNWeiratherJPodolskayaABauersachsJErtlG. Activation of CD4+ T lymphocytes improves wound healing and survival after experimental myocardial infarction in mice. Circulation. (2012) 125:1652–63. doi: 10.1161/CIRCULATIONAHA.111.044164 22388323

[81] BansalSSIsmahilMAGoelMPatelBHamidTRokoshG. Activated T lymphocytes are essential drivers of pathological remodeling in ischemic heart failure. Circ Heart Fail. (2017) 10:e003688. doi: 10.1161/CIRCHEARTFAILURE.116.003688 28242779 PMC5331621

[82] BansalSSIsmahilMAGoelMZhouGRokoshGHamidT. Dysfunctional and proinflammatory regulatory T-lymphocytes are essential for adverse cardiac remodeling in ischemic cardiomyopathy. Circulation. (2019) 139:206–21. doi: 10.1161/CIRCULATIONAHA.118.036065 PMC632295630586716

How the deposited data were processed for this re-analysis (not part of the article)

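RNA from peri-infarcted and infarcted heart tissue of 3 WT and 3 *Crlf2-/-* mice on day 7 post-MI was sequenced by the study. The extraction protocol in the sample labels speaks of another tissue and another kit than the paper. The tissue label and the paper both say heart, and these were followed. The authors trimmed the reads, aligned them with Hisat2, counted fragments per gene with featureCounts and deposited FPKM for each gene and library beside a gene length. The paper's text does not name the genome build. The authors tested their counts with DESeq2. Those counts were not read directly here, and the fragments used below were worked out from the FPKM. Whether these fragments equal the counts the authors tested was not checked.

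The FPKM the authors deposited were multiplied by gene length, which gave whole numbers of fragments for 100% of nonzero values. Depth and the filter on low genes were taken from these fragments. Between 18508646 and 19682428 fragments per library lay on listed genes. For genes near the filter's limit of 10 fragments, counting error alone makes values imprecise.

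The design fixed in advance named a count test for raw counts. Because the file holds FPKM, limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend and robust) was run on log2(FPKM + 0.1) in its place. The pseudocount of 0.1 was chosen once the unit was known and before any test was run. FPKM were scaled by the trimmed mean of M values worked out from the fragments. Genes needed at least 10 fragments in at least 3 libraries and at least 15 in total, which left 15520 genes. A gene was called different at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper's methods. The table held 0 columns of other samples.

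Named genes followed a rule fixed in advance: the genes the paper names for the sequencing, *Crlf2*, *Tslp*, *Il7r*, *Foxp3*, *Cd4*, *Cd69*, *Mki67* and *Itgax*, and the called genes with the smallest adjusted p or largest change. Of the others, the sex markers and the thymus genes were named for checks before their values were seen, and the rest are marked as chosen after their values were seen. A result that needs an item withheld for evaluation was left out. Lists of marker genes were fixed in advance for T cells, regulatory T cells, proliferation, B cells and lymph node, NK cells, dendritic cells, neutrophils, monocytes and macrophages, cardiomyocytes, fibroblasts and matrix, endothelium, red blood cells, thymus, adipose tissue, lung, atrium and heat shock. A plasma cell list and a list of B cell genes outside immunoglobulins were written after the first results had been seen. Lists and the mouse Reactome sets of fgsea 1.28.0 with 10 to 500 tested genes were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation.

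Alternatives set in advance were another scaling, no filter, a stricter filter, the replicate number as a block, leaving out each library, leaving out haemoglobin and mitochondrial genes, other fold-change thresholds and a pseudocount of 1 for the named genes. Added after seeing the data were pseudocounts of 0.01 and, for the other results, 1, FPKM as deposited without scaling, limma's voom on the fragments, and a negative binomial Wald test on the fragments. The last was written for this work and added once limma had called few genes; it is a count model on values the authors deposited as FPKM, was added because a count model was thought likely to call more, and is given only as an alternative.

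The tests were also run on simulated fragments drawn for the real genes, with 198 changed genes among 15569 tested. limma on log2(FPKM + 0.1) called 201 genes, 181 of them changed, voom called 192, 185 of them changed, and the negative binomial Wald test called 197, 188 of them changed. With no gene changed, 0 of 15563 genes were called by each test. In a second simulation the dispersion scattered from gene to gene around its trend, with a standard deviation of 0.7 on the natural log scale, and 195 of 15570 tested genes were changed. There limma on log2(FPKM + 0.1) called 172 genes, 163 of them changed, voom called 173, 165 of them changed, and the negative binomial Wald test called 252, 179 of them changed. With no gene changed in it, limma called 1, voom 0 and the negative binomial Wald test 14 of 15547 genes. Of 200 random sets of 20 unchanged genes, camera gave 3 an unadjusted p under 0.05. The simulated genes were drawn independently of each other, so this rate cannot show how camera behaves for genes that vary together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the other steps.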

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

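The tests of the substrain genes and of the chromosome 1 neighbours of *Wdfy1*, and those on B cell genes, were set after the patterns were seen but before their own values were, with a list of B cell genes drawn up at the same time, while the looks at *Nnt*, *Entpd4b* and the plasma cell list were chosen afterwards.

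*Wdfy1* is not discussed in the paper and had a log2 fold change of 2.04 in *Crlf2-/-* against WT hearts, the smallest adjusted p of all genes tested by limma on log2(FPKM + 0.1). All 3 *Crlf2-/-* libraries lay above all 3 WT libraries. *Wdfy1* was on a list of genes that differ between C57BL/6 substrains. The paper's methods give the same substrain for WT and *Crlf2-/-* mice, from different suppliers. Of 4 other genes of that list, 2 were testable, and 0 of these had an unadjusted p under 0.05, where 6.58% of all genes did. *Entpd4b*, which was looked at afterwards, was not among these 2. *Nnt* had at most 9 fragments in any of the 6 libraries. *Entpd4b* goes the other way: it had 18, 21 and 25 fragments in WT and 144, 31 and 100 in *Crlf2-/-* libraries, a log2 fold change of 1.30 with an unadjusted p of 0.0154 and an adjusted p of 0.545 (limma, and at least 0.227 in its other settings), and an adjusted p of 0.00639 in the negative binomial Wald test chosen after seeing the data. All 3 *Crlf2-/-* libraries lay above all 3 WT libraries for it too. Within 5 Mb of *Wdfy1*, 4.17% of 48 genes had an unadjusted p under 0.05. A difference in the background strain, or a short segment around *Wdfy1*, cannot be told apart from an effect of the receptor, because too few genes decide and supplier and genotype follow the same groups.

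*Ighg2b*, also outside the genes the paper discusses, had a log2 fold change of -3.42, with all 3 *Crlf2-/-* libraries below all 3 WT libraries. The plasma cell list, which holds *Ighg2b* itself, had a median log2 fold change of -1.62 with 13 of 16 genes lower, and medians from -2.27 (-2.265, without WT replicate 1) to -1.18 (-1.175, without WT replicate 3). *Igha* changed by -4.53, *Jchain* by -3.88, *Igkc* by -3.27 and *Mzb1* by -2.51, each chosen after its values were seen. Fewer B cells, or lymph node taken along with WT hearts, would have lowered B cell genes outside immunoglobulins as far. Their median was 0.057, and -0.27 without *Crlf2-/-* replicate 1, so the tables argue against both. Fewer antibody-secreting cells in *Crlf2-/-* hearts is a candidate explanation that stays open and was not tested on other data.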

How the results depend on the processing

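The choices below were set before the data were examined, except where stated. The 14 genes of Fig. 8G kept their lower direction in each limma setting that tested them and in the negative binomial Wald test. Of 955 other comparisons of a result with an alternative, 837 kept their direction and their side of the threshold, 37 were weaker, 33 stronger, 18 moved and 30 reversed.

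The number of genes called different was 2 (1 higher, 1 lower). It became 6 (2 higher, 4 lower) with no filter on low genes and 1 (1 higher, 0 lower, with 922 genes at an unadjusted p under 0.05) with at least 10 fragments required in every library. Across the 6 fits that each left out one library it ranged from 1 to 22 in total, from 1 to 11 higher and from 0 to 12 lower; the fit with 0 lower had 654 lower genes at an unadjusted p under 0.05. Among alternatives chosen after seeing the data, voom on fragments called 3 (1 higher, 2 lower), and the negative binomial Wald test on fragments called 187 (101 higher, 86 lower), which included both genes called by limma. Without WT replicate 3 there were 22 and without *Crlf2-/-* replicate 3 there was 1. The cause of these changes was not tested. In simulated data with dispersion that scattered between genes, the negative binomial Wald test called 252 genes of which 179 were changed. There limma called 172 of which 163 were changed. The changed genes there had absolute log2 fold changes between 1 and 3, so smaller changes were not covered.

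The groups share replicate numbers. The deviations of same-numbered libraries correlated at -0.02 (-0.016), 0.115 and 0.12, so the numbers were not taken to pair the mice. With the replicate number as a block, 4 genes were called (1 higher, 3 lower).

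The median of the T cell lists stayed lower in every setting. With camera at an estimated correlation, the adjusted p of the Fig. 8G genes (median -1.11, -1.105), of all T cell markers (-0.88, -0.878) and of the T cell markers outside Fig. 8G (-0.76, -0.762) rose above 0.05. Across the fits without one library, the medians ranged from -1.24 to -1.03, from -1.02 to -0.75 and from -0.94 to -0.65.

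Genes detected in both groups, in WT only and in *Crlf2-/-* only fell to 11957, 326 and 280 when the group's mean FPKM had to reach 1. WT only became 991 and *Crlf2-/-* only 993 with at least 1 fragment in every library. Without one library, the counts ranged from 21622 to 21889, from 1455 to 2861 and from 1573 to 3083.

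Changes near 0 switched direction. With each library left out, *Tslp* ranged from -0.17 to 0.17, *Il7r* from -0.437 to 0.179, *Cd4* from -0.14 to 0.18 and *Itgax* from -0.329 to 0.029. The list medians ranged from -0.019 to 0.133 for regulatory T cells, from -0.30 to 0.19 for B cells and lymph node, from -0.31 to 0.23 for neutrophils, from -0.004 to 0.31 for monocytes and macrophages, from -0.019 to 0.119 for fibroblasts and matrix, from -0.234 to 0.07 for thymus, from -0.394 to 0.072 for lung, from -0.032 to 0.26 for atrium and from -0.27 to 0.25 for B cell genes outside immunoglobulins. With no filter the regulatory T cell list was at -0.01 (-0.013). With at least 10 fragments in every library, the B cell and lymph node list was at -0.04 (-0.036) and the neutrophil list at 0.08 (0.081). With voom *Tslp* was at 0.001. DESeq2 was planned as an alternative for raw counts and was not run, because the deposited values are FPKM. The fragments worked out from them were given only to voom and the negative binomial Wald test. How many genes DESeq2 would call on these fragments is therefore not known.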

Differences from the paper's values

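The paper reports 172 differentially expressed genes, 92 higher and 80 lower in *Crlf2-/-* mice, and limma on log2(FPKM + 0.1) called 2, with 1 higher and 1 lower. None of the alternatives set before the data were examined closed the gap; the largest count among them was 22, without WT replicate 3. The negative binomial Wald test on fragments, chosen after seeing the values, called 187 genes, 101 higher and 86 lower, and under that setting the counts fall within 1.5 times the paper's. It also called 13 of the 14 genes of Fig. 8G, including 7 of the 8 genes the paper names in its text, where limma on log2(FPKM + 0.1) called 0 and gave 14 of them an unadjusted p of at most 0.011. *H2-Aa* was not called by either test, with an adjusted p of 0.0726 in the negative binomial Wald test.

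The Venn diagram of Fig. 8C shows more genes in WT only than in *Crlf2-/-* only. With at least 1 fragment in any library, 2110 genes were in WT only and 2289 in *Crlf2-/-* only. Of the alternatives set before the data were examined, requiring at least 1 fragment in every library gave 991 and 993, and a mean FPKM of at least 1 gave 326 and 280, which is the order the figure shows. Leaving out a *Crlf2-/-* library also gave that order, and leaving out a WT library the opposite one.

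The volcano plot of Fig. 8D gives its smallest adjusted p to a gene that was lower in *Crlf2-/-* mice. In limma on log2(FPKM + 0.1) the smallest belonged to *Wdfy1*, which was higher, with an adjusted p of 0.00146. *Wdfy1* also had the smallest in the negative binomial Wald test, with an adjusted p of 1.97e-47.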

Other observations

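The tests on muscle share, on haemoglobin, on interferon genes by chromosome and on *Crlf2* were chosen after the results were seen; the other tests below were set after the patterns were seen but before their own values were, with a list of B cell genes outside immunoglobulins drawn up at the same time.

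Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many called genes, and 1 of 10, again the real one, gave as large a median change of the T cell markers outside Fig. 8G. With 10 splits a share under 0.1 cannot be reached.

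T cell transcripts were lower in *Crlf2-/-* hearts by a median of -0.76 (-0.762). Of these 20 markers, 18 were lower. *Trbc2* changed by -1.56, *Cd8b1* by -1.55, *Thy1* by -0.02 and *Tcf7* by 0.01, each chosen after its values were seen, and *Cd4* by 0.02. *Nkg7* changed by -1.25 and *Gzmb* by -1.11, each chosen after its values were seen. Both are on the NK cell list, where 6 of 11 genes were lower and 5 were higher. A general loss of leukocytes is argued against by the monocyte and macrophage list at 0.129. A different share of heart muscle in the pieces of tissue would move T cell and macrophage genes alike, if both cell types lie alike in the tissue. With each library left out, the T cell median stayed between -0.94 and -0.65 and the macrophage median between -0.004 and 0.31. Single macrophage genes ranged from -0.123 to 1.019. Where these cells lie was not tested, and the cardiomyocyte list was lower at -0.72, so uneven sampling of the tissue stays open. After the trend of all genes with GC content, gene length and level was removed, the T cell median was -0.739. Thymus is argued against by *Rag1*, *Rag2*, *Dntt*, *Ptcra* and *Arpp21*, which had at most 6 fragments in any WT library, while *Arpp21* had 62 in *Crlf2-/-* replicate 2. Blood left in the tissue stays open: the neutrophil list was at -0.058, but relative to the WT mean its libraries lay at 0.71, -0.25 and -0.43 in WT and at 0.20, 0.10 and -0.38 in *Crlf2-/-* mice. Lymph node stays open too, since B cell genes outside immunoglobulins were at 0.057 but fell to -0.27 without *Crlf2-/-* replicate 1, and the spread between libraries is close to the change of the T cell genes. Fewer T cells in the tissue, or fewer transcripts in each, stay open beside these and were not told apart.

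Red blood cell genes were lower, with a median of -1.29 and 5 of 5 genes lower (camera, adjusted p = 9.99e-13, 0.0198 with fry and 0.0911 with an estimated correlation). *Hba-a1* changed by -1.32 and *Alas2* by -0.96, each chosen after its values were seen. Less blood in the *Crlf2-/-* hearts cannot be told apart from a change in red cells, since the neutrophil list, at -0.058, has libraries that overlap between the groups.

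Interferon-induced transcripts were higher. Of all 104 tested members of the Reactome interferon signaling set, 32 were higher and 4 lower at an unadjusted p under 0.05. Of the 96 members on chromosomes other than 5, 25 were higher at this threshold, so the rise was not confined to chromosome 5. The remaining higher members lie on chromosome 5, where a larger share of the set's members was higher than on the other chromosomes. For the members on chromosome 5, this count cannot tell an effect of their position near *Crlf2* from an effect of the receptor. For the interferon alpha/beta set of 12 genes, 4 of the 10 splits gave as large a median, and the median after the GC content, length and level trend was removed was 0.081 with members going both ways, which decides nothing. Within 5 Mb of *Crlf2*, 5 of 99 genes had an unadjusted p under 0.05.

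*Crlf2* fragments remained in *Crlf2-/-* hearts, with 437 as the lowest number. All 3 *Crlf2-/-* libraries lay below all 3 WT libraries, but with fragments left in each the level of *Crlf2* cannot tell whether a library was mislabelled. Which part of the transcript remained was not analysed here.

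The other lists gave these medians with camera's adjusted p at a preset correlation. The dendritic cell list was at -0.43 (adjusted p = 4.09e-06), with *Ccl22*, chosen after its values were seen, at -1.54. The cardiomyocyte list was at -0.72 (2.32e-08), adipose tissue at -1.41 (0.00338), NK cells at -0.23 (0.00467), endothelium at -0.17 (0.00357), heat shock at -0.14 (3.96e-05) and proliferation at 0.16 (0.0162). None of these 7 lists, nor the monocyte and macrophage list at 0.129 (0.00781), stayed at 0.05 or below with fry. Single libraries moved some of them: adipose tissue ranged from -2.44 without *Crlf2-/-* replicate 3 to -0.68 without *Crlf2-/-* replicate 2, NK cells from -0.40 without *Crlf2-/-* replicate 3 to -0.003 without *Crlf2-/-* replicate 2, proliferation from 0.004 without WT replicate 3 to 0.32 without WT replicate 1, and heat shock reached -0.26 without *Crlf2-/-* replicate 3. The regulatory T cell list was at 0.07, fibroblasts and matrix at 0.03, thymus at 0.085, lung at -0.01 and atrium at 0.11. Each had an adjusted p above 0.05, and each changed sign without a single library. Of the 16 genes on the regulatory T cell list, 10 were tested. *Foxp3* was below the filter, so that list's median does not show whether the number of regulatory T cells changed. *Hsph1* is shared by the heat shock list and *Themis* by the thymus list with Fig. 8G. Adipose transcripts varied between single mice: *Adipoq*, chosen after its values were seen, had 39, 210 and 34 fragments in WT and 4, 11 and 83 in *Crlf2-/-* libraries. *Sftpc*, a lung transcript chosen after its values were seen, had 188 fragments in WT replicate 3 and 2 to 8 in the other libraries.

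*Tslp* had 0.826 ± 0.218 FPKM (SD, n = 3) in WT and 0.805 ± 0.0423 FPKM (SD, n = 3) in *Crlf2-/-* mice. The log2 fold changes of *Il7r*, *Itgax*, *Cd69* and *Mki67* were -0.11, -0.20, 0.50 and 0.35, with adjusted p-values from limma of 0.996, 0.973, 0.827 and 0.929. With each library left out in turn, *Cd69* ranged from 0.324 to 0.673 and *Mki67* from 0.113 to 0.529. *Foxp3* had 1 to 9 fragments per library and was below the filter. *Xist* had at most 10 fragments and *Ddx3y* at least 1494 in the 6 libraries, as in male mice.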
